# Tormentic Acid Ameliorates Hepatic Fibrosis *in vivo* by Inhibiting Glycerophospholipids Metabolism and PI3K/Akt/mTOR and NF-κB Pathways: Based on Transcriptomics and Metabolomics

**DOI:** 10.3389/fphar.2022.801982

**Published:** 2022-03-11

**Authors:** Xing Lin, Yuanyuan Wei, Yan Li, Yuhua Xiong, Bin Fang, Cuiyu Li, Quanfang Huang, Renbin Huang, Jinbin Wei

**Keywords:** liver fibrosis, tormentic acid, transcriptomics, metabolomics, glycerophospholipid metabolism pathway

## Abstract

This study aimed to investigate the effects and underlying mechanisms of tormentic acid (TA) on carbon tetrachloride (CCl_4_)-induced liver fibrosis in rats. The rats were intragastrically administered with 50% CCl_4_ for 9 weeks to induce hepatic fibrosis, followed by various agents for 6 weeks. Transcriptomic analysis was carried out to predict the potential targets, and then multiple examinations were performed to verify the prediction. The results showed that TA significantly alleviated liver injury and fibrosis, as evidenced by the ameliorative pathological tissue, low transaminase activity, and decreased collagen accumulation. Besides, TA markedly reduced hepatocyte apoptosis by regulating the expression of caspase-3 and Bcl-2 families. The transcriptomic analysis revealed 2,173 differentially expressed genes (DEGs) between the TA and model groups, which could be enriched in the metabolic pathways and the PI3K/Akt and NF-κB signaling pathways. The metabolomics analysis showed that TA could regulate the glycerophospholipid metabolism pathway by regulating the synthesis of phosphatidylserines, phosphatidylethanolamines and phosphatidylcholines. Moreover, the integrative analysis of the transcriptomics and metabolomics data indicated that TA inhibited the glycerophospholipid metabolism pathway by inhibiting the expression of LPCAT4, PTDSS2, PLA2G2A and CEPT1. In addition, the relevant signaling pathways analysis confirmed that TA inhibited HSCs activation by blocking the PI3K/Akt/mTOR pathway and ameliorated inflammatory injury by inhibiting the NF-κB pathway. In conclusion, TA significantly alleviates liver fibrosis *in vivo* by inhibiting the glycerophospholipid metabolism pathway and the PI3K/Akt/mTOR and NF-κB signaling pathways.

## Introduction

Liver fibrosis caused by various chronic stimuli, such as viruses, alcohol, and autoimmune diseases, is a reversible pathological process. Without appropriate intervention, it can progress to cirrhosis, portal hypertension, and hepatocellular carcinoma, leading to high morbidity and mortality (Parola and Pinzani, 2019). Thus, it is urgent to develop diagnostic techniques and new agents to prevent liver fibrosis progression.

Multi-omics analysis has been considered a useful tool to study the pathogenesis of various diseases and drug discovery because of its advantage in providing insight into the potential biomarkers and mechanism as a whole. Transcriptome analysis can detect the complete set of RNA transcripts, which is helpful to expose the molecular mechanisms of the anti-hepatic fibrosis drugs (Zhang et al., 2019). Metabolomics analysis can provide the global metabolic profile and identify the differently expressed metabolites. The integrative analysis of transcriptome and metabolome has been increasingly used to investigate the complicated mechanisms of liver diseases (Zhao et al., 2020; Tang et al., 2021).

Applying traditional herb medicines and their active ingredients may provide a comprehensive advantage in pathologically complicated liver fibrosis (Sun et al., 2019). *Potentilla chinensis* Ser*.* is a folk herb for treating immune disorders, which has been found to have a protective effect on liver injury (Li et al., 2004). In our previous experiments, we have extracted an ingredient from this herb and identified it as tormentic acid (TA). But whether TA has the hepatoprotective effects remains unclear so far. Thus, in this study, the potential target genes and the network of the relevant pathways were predicted by transcriptomic analysis. Then the predictions were verified by performing metabolomic analysis and detecting the relevant signaling pathways. This study aimed to elucidate the protective effects and the underlying mechanisms of TA against CCl_4_-induced liver fibrosis in rats, which tried to provide the theoretical basis for its application in the treatment of liver fibrosis in the future.

## Materials and Methods

### Animals and Treatment

Male Sprague–Dawley (SD) rats (SPF, 180 ± 10 g) were provided by the Experimental Animal Center of Guangxi Medical University (Guangxi, China). The animal experiment was approved by the Institutional Ethical Committee of Guangxi Medical University. The treatment was performed as shown in Supplemental Figure S1. Briefly, after 1 week of acclimation, sixty rats were randomly divided into six groups (10 rats/group): the normal control group, TA control group (3.0 mg/kg TA), model group, positive control group (0.2 mg/kg colchicine (Zhang et al., 2020)), and TA-treated groups (3.0 or 1.5 mg/kg TA). The rats were intragastrically administered with 2 ml/kg CCl_4_ (50% oil solution) twice a week for 9 weeks to induce liver fibrosis, followed by TA (3.0 or 1.5 mg/kg) or colchicine (0.2 mg/kg) for 6 weeks. At the end of the treatment, all animals were fasted for 12 h and then anesthetized by intraperitoneal injection of 3% sodium pentobarbital (1.0 ml/kg). Blood and liver samples were collected immediately.

### Histopathological Examination

Liver samples were fixed in 4% paraformaldehyde, embedded in paraffin and sectioned into 4 μm slices. Then the slices were stained with the hematoxylin-eosin (H and E) staining to observe the hepatic pathological changes. Sirius red staining was used to assess collagen deposition, and the semi-qualification for collagen area was analyzed using ImagePro Plus 6 (Media Cybernetics, Inc.). Moreover, hepatocyte apoptosis was evaluated by the TUNEL staining (Beyotime, Shanghai, China).

### Measurement for Hepatic Function Index

The activities of the serum enzymes, including alanine aminotransferase (ALT), aspartate aminotransferase (AST), albumin (ALB) and total bilirubin (TBIL), were estimated with an automatic biochemistry analyzer (Hitachi, Ltd., Kokubunji, Tokyo, Japan).

### Measurement for Collagen-Related Indicators

Hyaluronic acid (HA), laminin (LN), procollagen type Ⅲ (HPCⅢ) and collagen type IV (Col- IV) contents were tested by the enzyme-linked immunosorbent assay (ELISA) kits (Wuhan Cusabio Bioengineering Co. Ltd., Wuhan, China). The hepatic hydroxyproline (Hyp) content was determined using a commercially available kit (Nanjing Jiancheng Bio-engineering Institute, Nanjing, China).

### Detection of Oxidative Stress, Lipid Peroxidation Levels, and Inflammatory Cytokines

The activities of SOD, GSH-Px, GSH-Rd and MDA in the hepatic tissue were detected using commercially available kits (Nanjing Jiancheng Bio-engineering Institute, Nanjing, China). The contents of interleukin-6 (IL-6), interleukin-10 (IL-10) and tumor necrosis factor-α (TNF-α) were determined using the ELISA kits (Wuhan elabscience Biotechnology Co., Ltd., Wuhan, China) according to the assay procedure. The content of monocyte chemoattractant protein 1 (MCP-1) was detected using the ELISA kit (Sigma-Aldrich).

### Transcriptomic Analysis

Total RNA was extracted from liver tissues with Trizol reagent (Thermo Fisher Scientific). RNA sequences analysis was performed by Shanghai Jiayin Biotechnology Co., Ltd (Yu et al., 2018). Briefly, RNA-seq transcriptome library was created with NEBNext UltraTM RNA Library Prep Kit (NEB #E7490). mRNA was isolated according to polyA selection method by oligo (dT) beads (AMPure XP system) and then fragmented by fragmentation buffer. Next, double-stranded cDNA was synthesized using a SuperScript double-stranded cDNA synthesis kit (Invitrogen, CA) with random hexamer primers (Illumina). Libraries were selected for cDNA target fragments of 200–300 bp on 2% Low Range Ultra Agarose. After being quantified by TBS380, the paired-end RNA-seq library was sequenced with the Illumina Novaseq 6000 PE150 (Illumina). Sequence readers were aligned with Trimmomaticfor quality control (Bolger et al., 2014), and then adapter sequences and poor quality reads were removed using Cutadapt (Chen et al., 2014). Quality-filtered reads were then mapped to the human genome (hg19) using STAR. Read counts were calculated with HTSeq-count. mRNA level was quantified by the value of fragments per kilobase of exon per million mapped reads (FPKM). Differentially-expressed mRNAs were identified as those with *p*-values<0.05 and | log2 (fold change) |>1 using R package DESeq2.

### Metabolomic Analysis

Metabolomics was analyzed using Ultra-performance liquid chromatography equipped with quadrupole time-of-flight mass spectroscopy (UPLC-Xevo G2-XS QTof, Waters, United States) as previously described (Zhao et al., 2020). Approximately 50 mg liver tissue was homogenized with 500 μl lysis buffer (acetonitrile: methanol: extra-pure water = 2:2:1) at 4°C for 20 s and centrifuged at 12,000 g for 10 min at 4°C. The supernatants were filtered through 0.22 μm disc filters, and 200 μl was used for metabolites analysis. Quality control (QC) samples were prepared by pooling and aliquoting sample extracts. The distribution of QC data in principal component analysis (PCA) and the relative standard deviations (RSDs) of retention times was used to evaluate data quality.

Mass spectrometry condition was: ES^+^, capillary: 250 kV, source temperature: 150°C, desolvation temperature: 350°C, acquisition times: 15 min, acquisition mode: positive, low mass: 50 Da, high mass: 1,000 Da, scan time: 0.5 s, collision energy: 6 V, ramp collision energy 10–20 V, cone voltage: 40 V. LockSpray properties: “Acquire LockSpray-Do not apply correction.” Leucine enkephalin was used for LockSpray. Nitrogen was used as both cone gas (50 l/h) and desolvation gas (800 l/h). Argon was set as collision gas. The liquid chromatography conditions were: Acquity UPLC^®^BEH C18 column (50 × 2.1 mm, 1.7 μm, Waters Crop.). The gradient elution was performed using HPLC-grade water and acetonitrile containing 0.1% formic acid (Supplemental Table S1). The data were analyzed using MassLynx V4.1, Progenesis QI V2.4 and EZinfo V3.0 (Waters Inc.). The metabolic pathways were analyzed with MetaboAnalyst 5.0.

### Real-Time Quantitative PCR Assay

The total RNA from liver tissues was extracted using the AxyPrep Total RNA Mini Preparation Kit (Corning Life Sciences Co., Ltd., Jiangsu, China). The RNA was reverse-transcribed using an RT-PCR kit (Takara Biotechnology, Dalian, China) to obtain cDNA. The mRNA expression was performed using the Applied 7,300 Fast Real-Time PCR detection system and SYBR Green I (Takara Biotechnology, Dalian, China) according to the manufacturer’s instructions. The expression of Col-I, Col-Ⅲ, TGF-β, Bax, Bcl-2, PI3K, Akt, P70S6k, mTOR, and NF-κB p65 were analyzed. GAPDH was used as an internal control. The primer sequences used in this study are shown in Supplemental Table S2. The result was analyzed using the 2^−ΔΔCt^ method.

### Western Blotting Assay

The proteins of liver samples were extracted with the RIPA buffer (Solarbio, Beijing, China), followed by centrifuging at 12,000 g for 15 min. Subsequently, the concentration of each protein sample was detected using the BCA Protein Assay Kit (Beyotime, Jiangsu, China). Finally, the protein sample was separately mixed with loading buffer and denatured in boiling water for 5 min.

The electrophoretic separation of the prepared proteins was performed on the sodium dodecyl sulfate-polyacrylamide gels (SDS-PAGE) and transfered to polyvinylidene fluoride (PVDF) membranes (Millipore, United States). The membranes were incubated with the primary antibodies overnight at 4°C: Akt, p-Akt, PI3K, p-PI3K, FAK, p-FAK, mTOR, p-mTOR, NF-κB p65, p-NF-κB p65 (1:1,000, Cell Signaling Technology Inc., Beverly, MA), IκBα, p-IκBα, IKKα/β, p-IKKα/β, Bcl-2, Bax, Caspase-3, and GAPDH (1:1,000, Proteintech, Chicago, IL), *α*-SMA, Col-I and Col-Ⅲ (1:500, Proteintech, Chicago, IL). The membranes were washed three times with TBST buffer, followed by incubation in the dark with fluorescence-labeled rabbit/mouse anti-goat IgG (Licor, United States) at 1:10,000 dilution under agitation for 1 h at room temperature. Finally, the membranes were scanned and quantified by Image Studio Lite software (LI-COR Biosciences, NE, United States).

### Statistical Analysis

The data were expressed as the means ± standard deviation. The statistical analyses were performed using SPSS 13.0 software (Chicago, IL). The one-way ANOVA was used to determine statistical differences between the groups. A *p*-value < 0.05 was considered statistically significant.

## Results

### TA Alleviated CCl_4_-Induced Liver Injury

Liver tissue pathological change was observed by H&E staining. As shown in Figure 1A, the liver tissues in the normal control and the TA control groups showed clear and intact lobules. However, in the model group, the liver lobules were destroyed, and the arrangement of liver cells was disordered. Treatment with colchicine or TA significantly ameliorated liver damage caused by CCl_4_, as evidenced by less necrosis.

**FIGURE 1:**
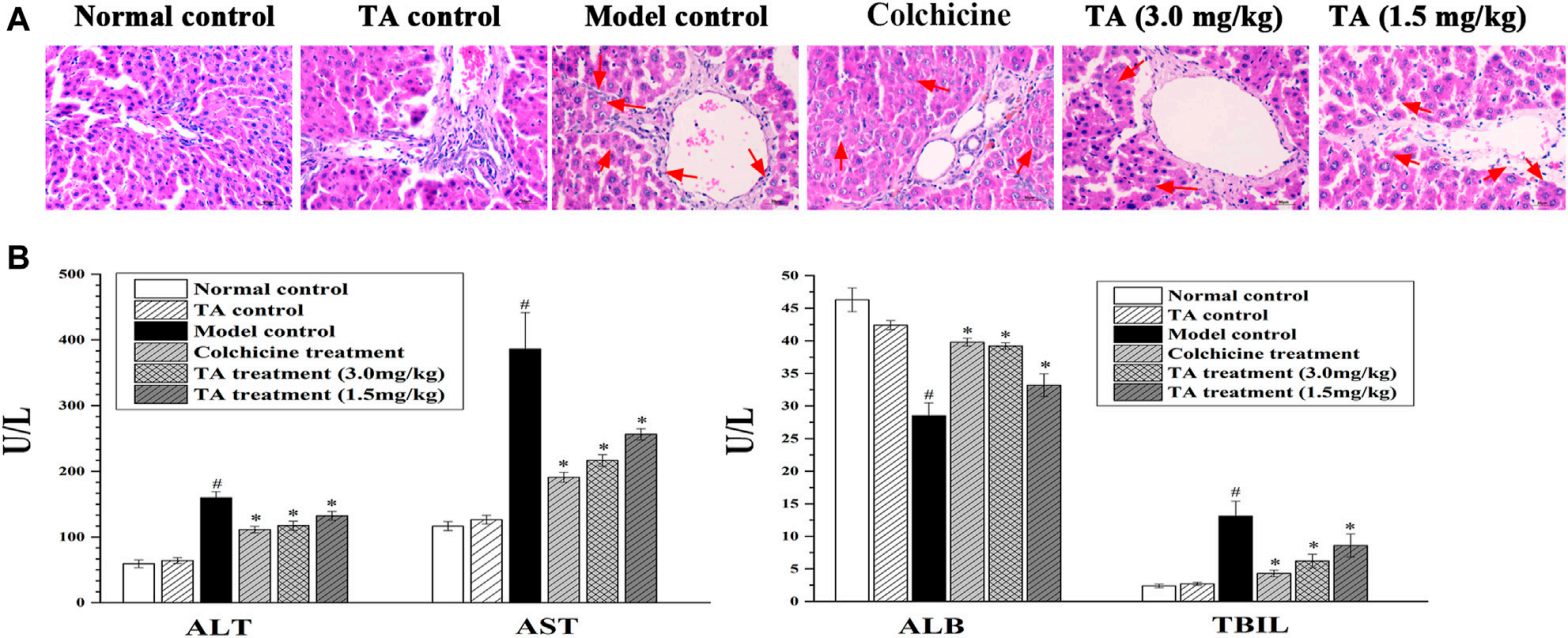
TA alleviated CCl4-induced liver injury. **(A)** Hepatic histological changes were observed by H and E staining (400 ×); the arrow indicates swelling or necrosis. **(B)** The activity of serum ALT, AST, ALB, and TBIL was measured using an automatic biochemistry analyzer. ^*^ *p* < 0.05 vs. the model control group. ^#^ *p* < 0.05 vs the normal control group.

Serum ALT, AST, TBIL, and ALB are the indicators of hepatic function. In this study, CCl_4_ exposure caused a significant increase in ALT, AST, and TBIL, while a decrease in ALB (Figure 1B); colchicine or TA treatment markedly reversed these abnormal changes, suggesting that TA could improve hepatic function.

### TA Reduced Collagen Accumulation

The feature of liver fibrosis is the excessive deposition of collagen fibers. The Sirius staining showed that the liver tissue sections from the normal control and TA control groups displayed little collagen deposition; conversely, mass connective tissue, continuous fibrotic septa, regenerated and alternated nodules were observed in the model control group (Figure 2A). Interestingly, treatment with TA significantly reduced collagen distribution and deposition. The same trend was found in the collagen area: CCl_4_ exposure caused a large-sized collagen area and TA treatment significantly decreased the size of the collagen area (Figure 2A). These data suggested that TA could inhibit fibrogenesis.

**FIGURE 2:**
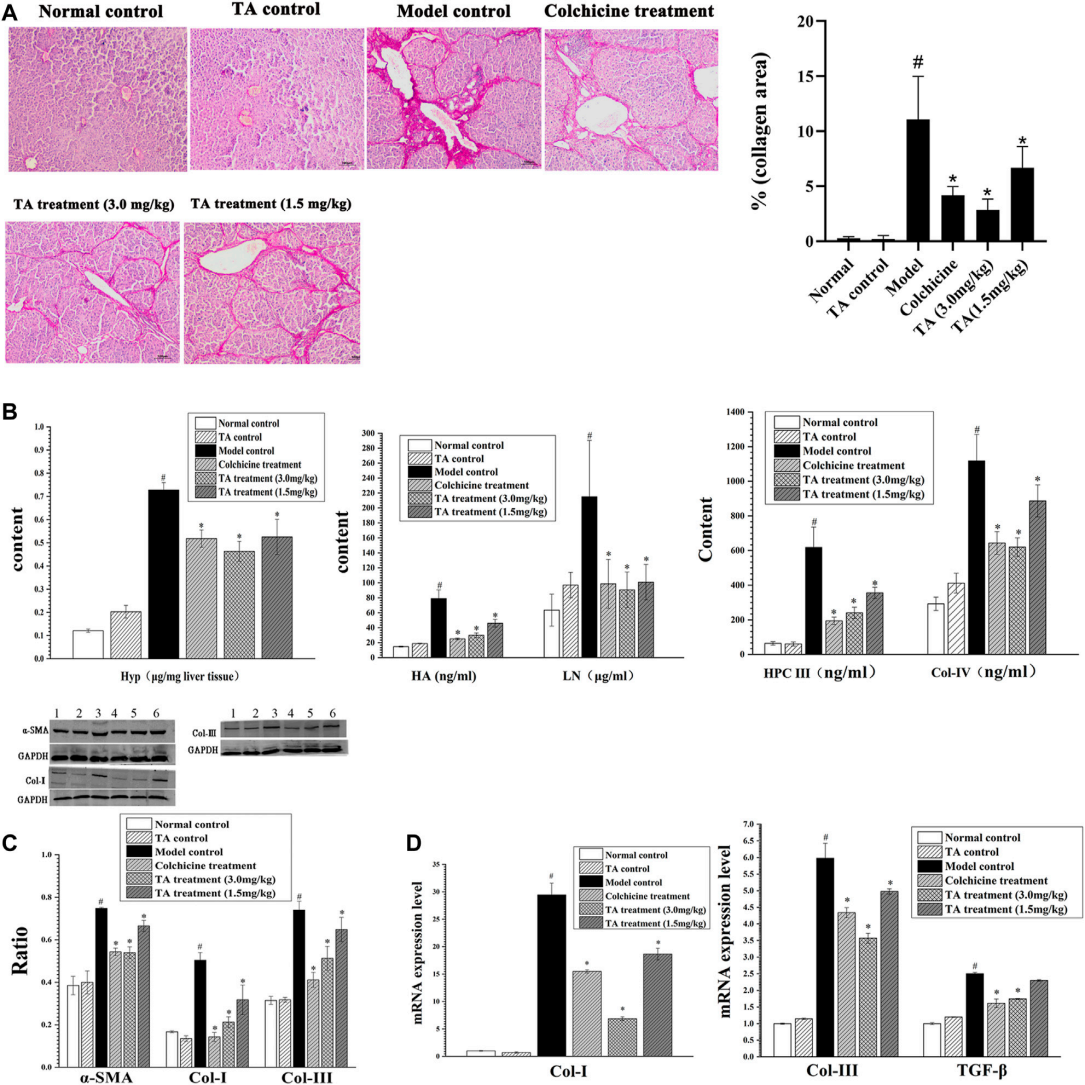
TA reduced collagen accumulation. **(A)** Collagen deposition in liver tissue was observed by Sirius staining (100×). **(B)** Effects of TA on Hyp, HA, LN, HPC Ⅲ and Col- IV were tested by commercially available kits. **(C)** The protein expression of *α*-SMA, Col-I and Col- III was detected by Western blot. **(D)** The mRNA expression of Col-I, Col-III and TGF-*β* was detected by qPCR analysis. Band one to six represented the normal control group, the TA control group, the model control group, the colchicine treatment group and the TA treatment groups (3.0 and 1.5 mg/kg), respectively. ^*^ *p* < 0.05 vs the model control group. ^#^ *p* < 0.05 vs the normal control group.

Hyp, HA, LN, HPC Ⅲ and Col- IV are the important biomarkers of hepatic fibrosis (Bo et al., 2020). As shown in Figure 2B, the content of these indicators in the model control group was significantly increased compared to the normal control group (*p* < *0.05*). However, the contents of these collagen-related biomarkers in the colchicine and TA-treated groups were decreased compared to the model group (*p* < *0.05*). Also, the Western blot and qPCR analysis showed that TA markedly inhibited the expression of Col-I and Col-III (Figures 2C,D).

α-SMA is an indicator of HSCs activation, and TGF-β is a cytokine to induce HSCs activation and proliferation. As shown in Figures 2C,D, CCl_4_ administration caused a significant increase in the expression of *α*-SMA and TGF-β; however, TA treatment significantly decreased the expression of *α*-SMA and TGF-*β*, suggesting that TA could inhibit HSCs activation, reducing collagen production.

### TA Decreased CCl_4_-Induced Hepatocyte Apoptosis

The TUNEL staining revealed abundant brown spots, indicating CCl_4_ initiated serious hepatocytes apoptosis. In contrast, TA treatment markedly decreased apoptosis (Figure 3A). In addition, the apoptosis-related proteins Bax, Bcl-2, and caspase-3 were detected by Western blotting and qPCR. CCl_4_ exposure caused a significant increase in caspase-3 and Bax and a remarkable decrease in Bcl-2, whereas TA treatment markedly reversed these abnormal changes. These results suggested that TA could decrease CCl_4_-induced hepatocyte apoptosis (Figures 3B,C).

**FIGURE 3:**
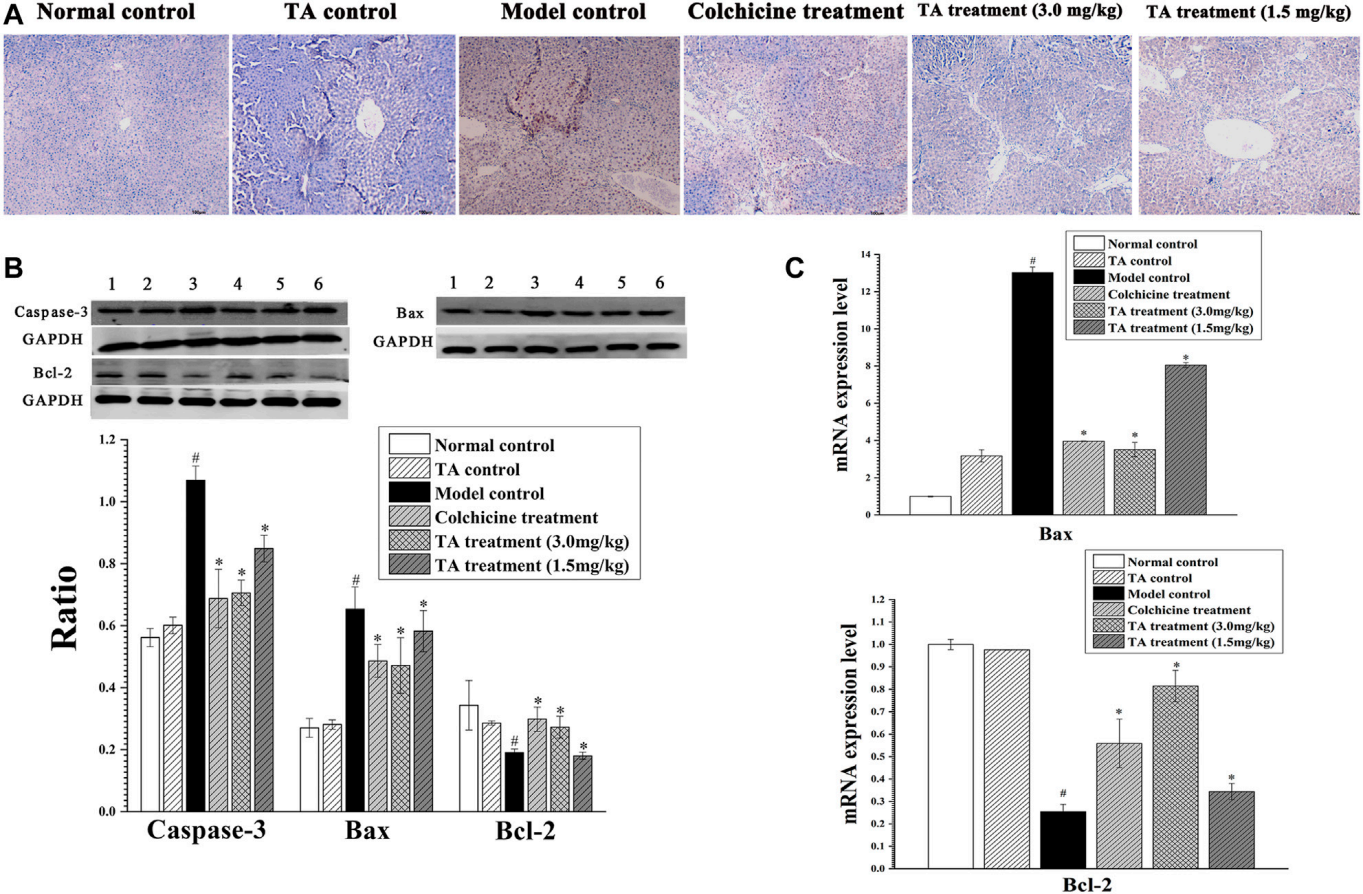
TA decreased hepatocyte apoptosis. **(A)** Hepatic apoptosis was observed by TUNEL staining (100×). **(B)** Effects of TA on the protein expression of Caspase-3, Bax and Bcl-2 in the liver tissue were detected by Western blot analysis. Band one to six represented the normal control group, the TA control group, the model control group, the colchicine treatment group and the TA treatment groups (3.0 and 1.5 mg/kg), respectively. **(C)** The mRNA expression of Bax and Bcl-2 was analyzed using qPCR analysis. ^*^ *p* < 0.05 vs the model control group. ^#^ *p* < 0.05 vs the normal control group.

### TA Alleviated Oxidant Stress and Inflammation

As shown in Figure 4A, CCl_4_ exposure remarkably decreased the activity of SOD, GSH-Px and GSH-Rd, but increased MDA activity; however, TA treatment significantly reversed these abnormal changes, suggesting that TA could alleviate oxidant stress and lipid peroxidation by restoring the activity of antioxidant enzymes.

**FIGURE 4:**
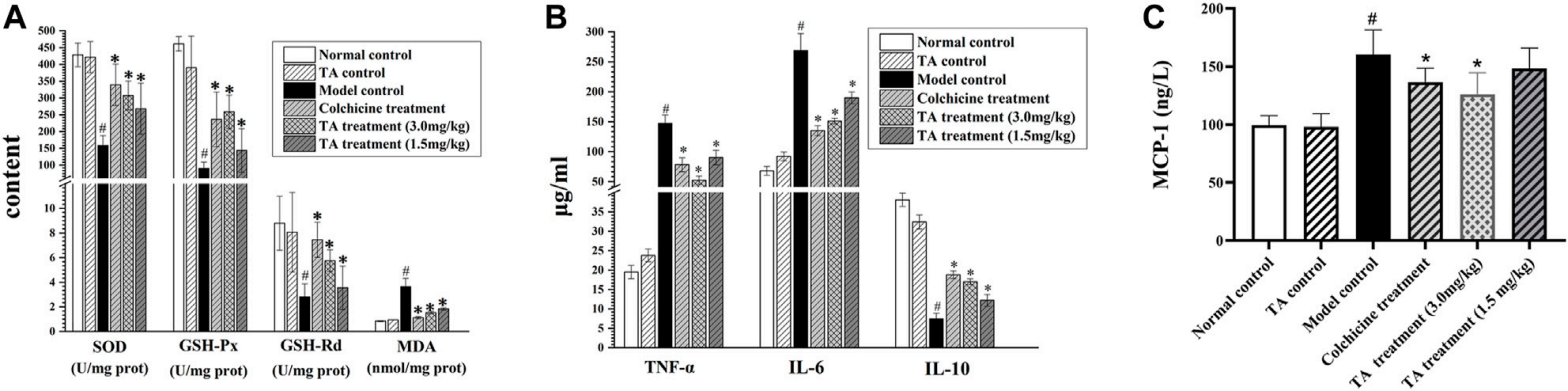
TA alleviated oxidative stress and inflammation. **(A)** Effects of TA on the content of MDA, SOD, GSH-Rd and GSH-Px in liver tissue. **(B)** The content of TNF-α, Il-6 and IL-10 in liver tissue. **(C)** The content of MCP-1 was detected using an ELISA kit. ^*^ *p* < 0.05 vs the model control group. ^#^ *p* < 0.05 vs. the normal control group.

Besides, the inflammatory cytokines, including TNF-α, IL-6 and IL-10, were detected. As shown in Figure 4B, compared with the normal control group, the levels of IL-6 and TNF-α in the liver tissues of the model control group were significantly increased (*p* < *0.05*), and the content of IL-10 was lessened; however, treatment with TA could reverse these abnormal expressions induced by CCl_4_. Monocyte chemoattractant protein 1 (MCP-1) is a marker of hepatic inflammation (Marsillach et al., 2005). The ELISA result showed that TA (3.0 mg/kg) could significantly reduce MCP-1 content (Figure 4C). These data indicated that TA was able to ease the CCl_4_-induced inflammatory response.

### TA Restored CCl_4_-Induced Transcriptomic Alterations

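Liver RNA from 9 rats was sequenced, 3 in the normal control group, 3 in the model group and 3 in the TA group. The model and TA rats had received CCl4 for 9 weeks, and the TA rats then received TA at 3 mg/kg for 6 weeks. The authors deposited a pair of tables, one for the normal and model groups and one for the TA and model groups. Each table gives the reads the authors counted on each gene, without normalization, beside values normalized with DESeq2, FPKM values and the authors' own log2 fold changes and p-values. The tables list 16938 and 16948 genes by symbol, of which 16730 are in both, and the counts of the model rats were the same in both tables for every shared gene. Counts were compared between groups with edgeR's quasi-likelihood test after TMM normalization, for the genes that passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. The rats of one group carry the same replicate numbers as those of the other groups but are different animals, so that they were treated as independent in the main test. In TA VS Normal, the deviations of same-numbered rats from their group means correlated at a mean r of 0.352. A fit with the replicate number as a block was therefore also given.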

Transcriptomics analysis was conducted by RNA-seq as previously described (Yu et al., 2018). 

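The counted reads summed to between 13156735 and 18090405 per liver. The median total was 14603213 in the normal control group, 13180583 in the model group and 14125007 in the TA group. The 50 genes with the most counts took 27.9% of the reads in the first model rat and between 40.4% and 45.7% in the other 8 livers. Counts were found for 15811 genes in that rat and for between 14360 and 15465 genes in the others. In the paper's Table S3, the GC content ran from 48.45% to 50.43% and Q30 from 94.99% to 95.79%, and the first model rat had both the highest GC content and the lowest Q30.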

In this study, Q20 or Q30 in all the samples was more than 95% and the GC content was less than 50% (Supplemental Table S3). Moreover, most of the quality scores of the bases from all the samples were more than 20 (Supplementary Figure S2), and the sequence contents of A, T, C and G were nearly equal (Supplementary Figure S3). 

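Set against the uniquely mapped reads in the paper's Table S4, the deposited counts made up between 83.0% and 86.0% of the mapped reads of each liver. The share was between 83.8% and 85.5% in the normal control group, between 83.0% and 84.1% in the model group and between 84.9% and 86.0% in the TA group.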

Besides, the uniquely mapped reads (%) from all the samples were more than 85% (Supplemental Table S4). The quality-control evaluations above confirmed that the RNA-seq method with high sequencing precision could be used in the following analysis.

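The separation of the groups was measured on log2 CPM with TMM normalization and a prior count of 2. Over 12998 genes, PC1 held 55.4% of the variance and PC2 held 13.7%. On PC1 the normal livers lay between -64.9 and -45.6, the TA livers between -24.5 and 2.18, and the model livers between 23.4 and 134. The mean Euclidean distance between livers of different groups, per gene, was compared with the mean distance within groups. For Model VS Normal the distance was 1.33 between groups and 0.848 within groups, a difference of 0.483. The difference was 0.181 for TA VS Model and 0.0944 for TA VS Normal. Each of these differences was the largest of the 10 ways to split the 6 livers into groups of 3 (exact permutation test, two-sided, p = 0.1, the smallest p that 3 rats against 3 allow). With each rat left out in turn, the difference ran from 0.0880 to 0.404 for TA VS Model. It ran from 0.0620 to 0.152 for TA VS Normal and from 0.393 to 0.711 for Model VS Normal. The exact permutation p in these fits was at most 0.3. Without normalization or log transformation the difference for TA VS Model was -168 counts, so that livers of the same group were on average farther apart than livers of different groups. The first model rat lay at a mean distance of 1.12 from the other model rats, which were 0.715 apart.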

The PCA (Principal Component Analysis) plots revealed a significant difference among the normal, model and TA groups (Figure 5A), which was further confirmed by the Heatmap plots (Figure 5B). Interestingly, both the plots indicated that CCl_4_ administration caused a remarkable change compared with the normal control, and TA treatment could restore CCl_4_-induced the abnormal expression of genes nearly to the normal level. 

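The return toward the normal level was measured on the 1002 genes with an adjusted p-value under 0.05 in Model VS Normal, of which 814 could also be tested in TA VS Normal. The other 188 genes are not covered by the median below. The filter on low counts removes genes with low counts in both the TA and normal livers. Genes that rose in the model group and were low again in the TA group may therefore be missing. For each gene, the log2 fold change of the TA group against the normal control group was divided by that of the model group, so that 0 stands for a full return and 1 for none. The median over the 814 genes was 0.436, with an interquartile range from 0.320 to 0.569, and 99.1% of the genes lay nearer to the normal level in the TA group than in the model group. The median was 0.528 in the first TA rat, 0.354 in the second and 0.422 in the third (SD 0.0875, n = 3). When the genes were chosen on a pair of model rats and the change was measured in the remaining model rat, the median ranged from 0.353 to 0.561. With each rat left out in turn, the median ran from 0.270 without the third model rat to 0.646 without the first normal rat. The latter rests on at most 51 genes, which passed the adjusted threshold in Model VS Normal without that rat.

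**Figure D1:**
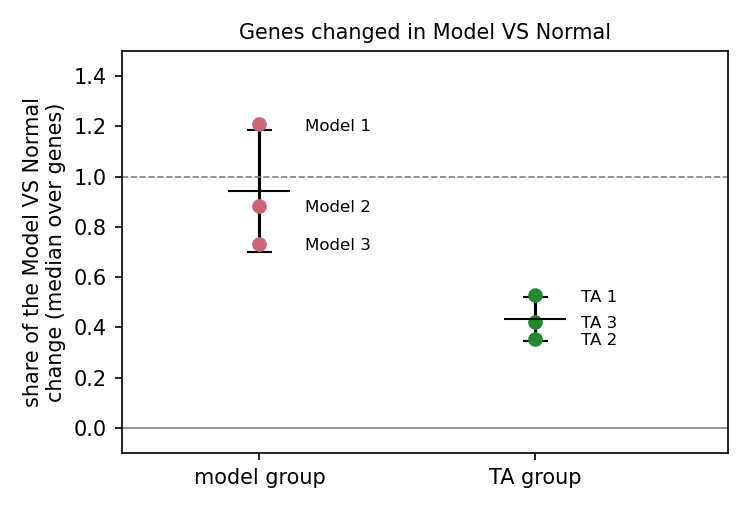
Share of the Model VS Normal change (vertical axis, median over the 814 genes, no unit) in each rat of the model and TA groups (horizontal axis), where 0 is the mean of the normal control group and 1 is the change in the model group. Points are rats, and bars are the mean and SD of 3 rats. The TA rats lie between 0.354 and 0.528 and the model rats between 0.733 and 1.21.

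In TA VS Normal, 32 of 12179 genes had an adjusted p-value under 0.05, of which 28 were higher and 4 lower in the TA group, and 640 genes had p under 0.05 with a log2 fold change beyond 1. With the replicate number as a block, 203 genes had an adjusted p-value under 0.05. Across genes, the deviations of same-numbered TA and normal rats from their group means correlated at a mean r of 0.352. The mean r of -0.169 for rats with different numbers follows from this, since deviations from a group mean cancel out within the group. With 3 rats in each group, so few matchings of the rats are possible that 0.352 cannot be told apart from a chance numbering.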

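In Model VS Normal, 12730 genes were tested. At an unadjusted p under 0.05 and a log2 fold change beyond 1 in either direction, the thresholds the paper names, 2818 genes were DEGs, 2112 higher and 706 lower in the model group. Groups did not overlap for 38.2% of all tested genes, where chance gives 10%, and for 2567 of the DEGs, which were selected on their separation. At an adjusted p-value under 0.05 there were 1002 genes, 873 higher and 129 lower. The highest count under the alternatives was 3433 genes, with limma voom with sample quality weights. The lowest counts were 0 genes without the second or the third normal rat, at 2727 and 3119 genes with an unadjusted p under 0.05. With library totals in place of TMM normalization, the median log2 fold change of all tested genes moved from 0.02 to 0.65. Among genes with a mean log2 CPM of at least 3, an adjusted p-value under 0.05 and groups without overlap, the largest rises were in Col1a1, Fabp4 and Gpnmb. CPM of Col1a1 after TMM normalization were 1700 ± 2520 (SD, n = 3) in the model group and 12.5 ± 5.72 (SD, n = 3) in the normal control group, a log2 fold change of 7.08 (standard error 1.43, adjusted p = 0.0309). The log2 fold change of Col1a1 was 4.27 without the first model rat. Fabp4 and Gpnmb had log2 fold changes of 6.88 (standard error 1.47, adjusted p = 0.0345) and 6.72 (standard error 1.48, adjusted p = 0.0374). Without the first model rat, those of Fabp4 and Gpnmb were 4.69 and 3.71. The largest falls were in Scnn1a, Phf19 and Cela1, with log2 fold changes of -2.82, -2.77 and -2.75 (adjusted p = 0.0176, 0.00899 and 0.0104). For each of these 6 genes, the adjusted p-value rose above 0.05 when the second or the third normal rat was left out, and for Col1a1, Fabp4 and Gpnmb also without the first (0.100, 0.106 and 0.124).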

For the model and normal groups (Model VS. Normal), there were 3,607 differentially expressed genes (DEGs) between them (Supplemental Fig. S 4 A). 

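Gene sets were compiled by hand from general knowledge of the pathways before the tables were examined, and each was tested among the 2818 DEGs with Fisher's exact test (two-sided) against the 12730 genes tested, of which 22.1% were DEGs. Of 61 tested genes of ECM-receptor interaction, 39 were DEGs, 37 of them higher in the model group (63.9%, adjusted p = 1.33e-11 over 5 sets). Of the tested genes of PI3K/Akt signaling other than the ECM-receptor genes, 39 were DEGs (22.5%, adjusted p = 0.927). With the ECM-receptor genes added to that set, the adjusted p was 1.64e-04. Glycerophospholipid metabolism held 19 DEGs among 77 tested genes (24.7%, adjusted p = 0.728), 12 of them higher and 7 lower. Steroid biosynthesis held 8 among 18 (44.4%, adjusted p = 0.101) and NF-κB signaling 22 among 79 (27.8%, adjusted p = 0.370). No GO analysis was run here.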

The Gene ontology (GO) analysis indicated that the DEGs were mainly involved in cell proliferation, immune system process, biological process and metabolites; meanwhile, the KEGG analysis showed that the DEGs were clustered in the metabolism-related pathways, ECM formation, PI3K/Akt signaling pathway, et al. (Supplementary Figures S4B,S4D).

**FIGURE 5:**
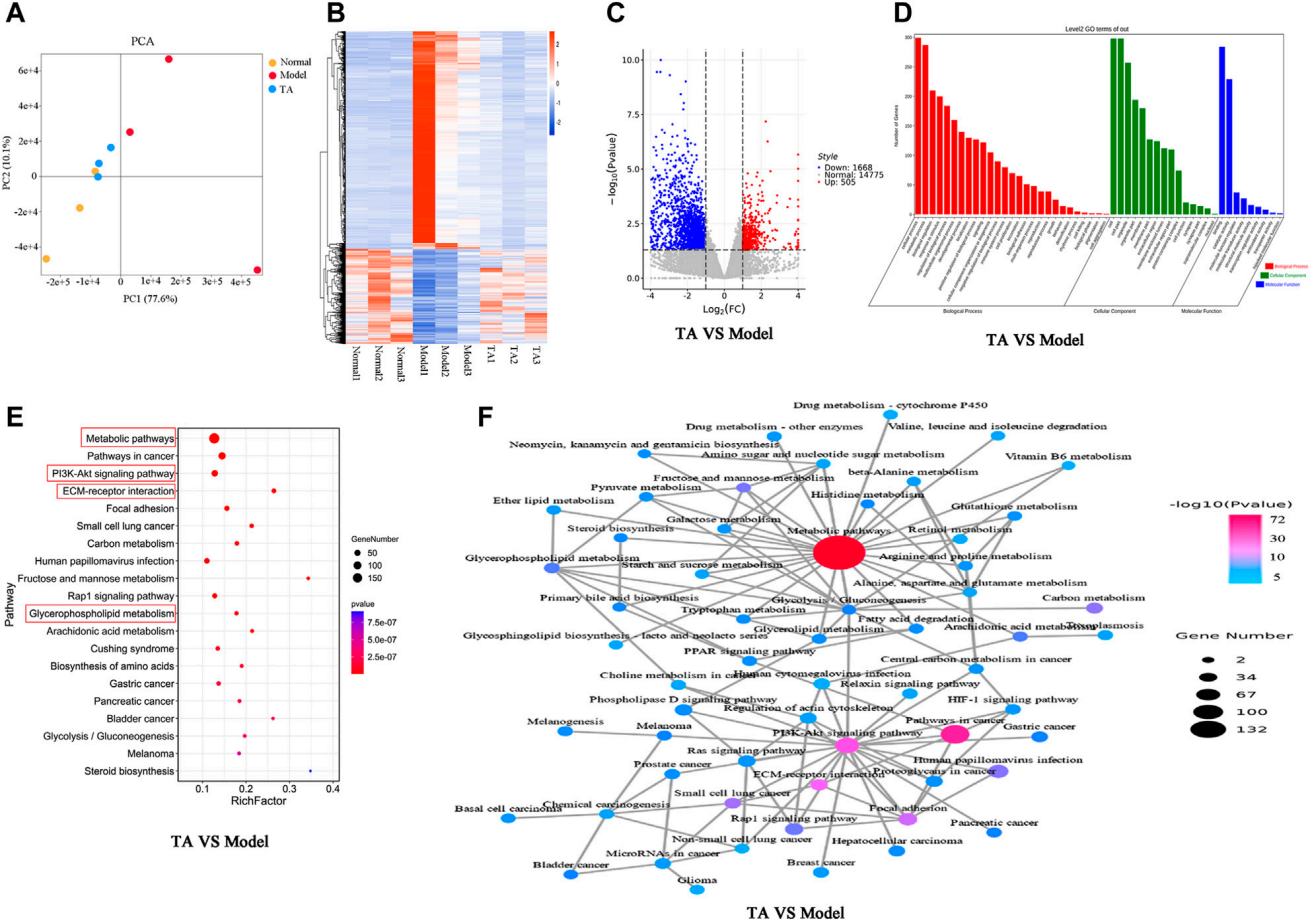
Transcriptomics analysis. **(A)**: PCA (Principal Component Analysis) diagram; **(B)**: Heatmap; **(C)**: Volcano plot; **(D)**: Gene ontology (GO) analysis; **(E)**: KEGG pathway analysis; **(F)**: Network of the relevant pathways.

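In TA VS Model, 12781 genes were tested. By the paper's thresholds 1571 genes were DEGs, 270 higher and 1301 lower in the TA group, and 1254 of them had groups that did not overlap. Over all tested genes this share was 23.1%, where chance gives 10%. The smallest adjusted p-value was 0.230, so that 0 genes passed an adjusted p-value of 0.05. At an unadjusted p under 0.05 there were 1999 genes, where 639 would be called by chance if no gene differed and genes were independent. The count of DEGs was 792 without the first model rat and 2792 without the third. With DESeq2, 526 genes had an adjusted p-value under 0.05. With library totals alone the median log2 fold change moved from -0.00 to -0.48, and the share of DEGs higher in the TA group fell from 17.2% to 3.64%. Of the genes tested in both comparisons, 1370 were DEGs in both and all 1370 changed in opposite directions, which the shared model rats favour. The genes named here were chosen by unadjusted p, since none passed the adjusted threshold. The largest rises were in Etnppl, Lpin1 and Mlc1, with log2 fold changes of 2.84 (standard error 0.86, adjusted p = 0.258), 2.82 (standard error 0.88, adjusted p = 0.260) and 2.66 (standard error 1.14, adjusted p = 0.316). The largest falls were in Spp1, with a log2 fold change of -5.69 (standard error 1.72, adjusted p = 0.258), in Col1a1 at -3.80 (standard error 1.24, adjusted p = 0.264) and in Lgals1 at -3.57 (standard error 1.07, adjusted p = 0.258). Without the first model rat, the log2 fold changes of Spp1, Col1a1 and Lgals1 were -1.51, -0.999 and -1.11. Without the first TA rat, that of Lpin1 was 1.23. With each rat left out in turn, Etnppl stayed at 2.32 or above and Mlc1 at 2.06 or above.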

For the TA and model groups (TA VS Model), the Volcano plot revealed 2,173 DEGs between them (Figure 5C), which were largely involved in several kinds of metabolic process, oxidation-reduction process, biosynthetic process, et al. (Figure 5D). The KEGG analysis predicted that these DEGs were mainly enriched in the metabolic pathways (especially the glycerophospholipid metabolism), PI3K/Akt signaling pathway, ECM production, and Steroid biosynthesis, et al. (Figures 5E,F).

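The same gene sets were tested among the 1571 DEGs of TA VS Model, which were 12.3% of the genes tested. ECM-receptor interaction held 28 DEGs among 65 tested genes, 27 of them lower in the TA group (43.1%, adjusted p = 2.61e-09 over 5 sets). Steroid biosynthesis held 7 DEGs among 18, and all 7 were higher in the TA group (38.9%, adjusted p = 0.00971). They were Cyp51, Dhcr7, Fdft1, Hsd17b7, Msmo1, Sc5d and Tm7sf2, with log2 fold changes from 1.34 to 1.61. Glycerophospholipid metabolism held 13 DEGs among 77 (16.9%, adjusted p = 0.277). For this set, limma's camera test on all genes gave an adjusted p of 0.0104, with the set higher in the TA group, and without the third model rat Fisher's exact test gave 1.81e-04. PI3K/Akt signaling without the ECM-receptor genes held 22 DEGs among 171 (12.9%, adjusted p = 0.814), and with them the adjusted p was 2.98e-04. NF-κB signaling held 14 among 79 (17.7%, adjusted p = 0.276), 13 of them lower in the TA group, and the camera test gave an adjusted p of 0.0386 with the set lower. The camera test was run with its small preset correlation between genes, so its p-values can be too small for genes that vary together. From the enrichment of the DEGs in pathways, the paper proposes that the effect of TA on fibrogenesis might be associated with the regulation of metabolism.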

### Effects of TA on Metabolism

The transcriptomics analysis predicted that the effect of TA on fibrogenesis might be associated with the regulation of the metabolism process. It is well known that metabolic disturbance causes excessive lipid accumulation, easily inducing fatty liver and fibrosis. Thus, the metabolism-related pathways were further analyzed.

As shown in Supplementary Figure S5, the PCA plot showed a relatively tight clustering among the QC samples; the Hotelling’s T2 Range revealed a high correlation coefficient, and the TIC (total ion chromatogram) diagram showed the same shape. The quality control analysis indicated that the method with high repeatability and stability could be used for the following assays.

The Orthogonal Partial Least-Square Discrimination Analysis (OPLS-DA) is a weighted average of the original scores, providing a good summary and displaying the separation between groups. As shown in Figure 6A, the OPLS-DA revealed an obvious separation between the model and normal control groups, which was confirmed by the variable importance plot (VIP) (Figure 6B). Further analysis indicated that CCl_4_ administration decreased 151 metabolites content and up-regulated 41 metabolites level, suggesting that CCl_4_ treatment led to significant metabolic disturbance. TA treatment might restore CCl_4_-induced metabolic change, as evidenced by the significant variance between the TA and model groups in the OPLS-DA and VIP diagram (Figures 6C,D). Importantly, six metabolic pathways were found by the analysis of MetaboAnalyst 5.0, including glycerophospholipid metabolism, sphingolipid metabolism, arachidonic acid metabolism, linoleic acid metabolism, alpha-linolenic acid metabolism and glycosylphosphatidylinositol-anchor biosynthesis (Supplemental Table S5 and Figure 6E). Among them, the glycerophospholipid metabolism pathway may be the most relevant (*p* < 0.05 and Impact >0.1). Further analysis indicated that TA might regulate the glycerophospholipid metabolism pathway by moderating the key metabolites, including phosphatidylserines, phosphatidylethanolamines and phosphatidylcholines (Figure 6F).

**FIGURE 6:**
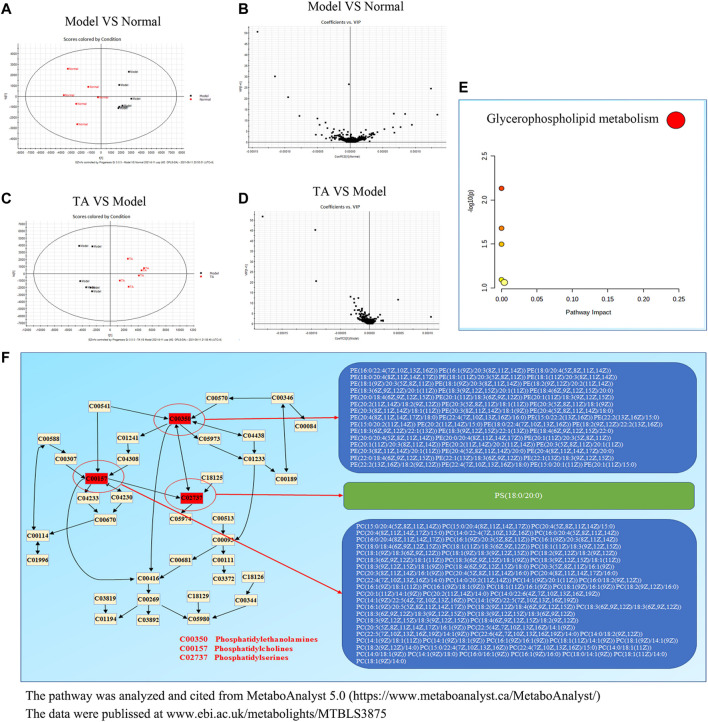
TA restored the metabolomic disorder induced by CCl4. **(A)**: Orthogonal partial least-square discrimination analysis (OPLS-DA) for Model VS Normal; **(B)**: The variable importance plot (VIP) diagram for Model VS Normal; **(C)**: OPLS-DA diagram for TA VS. Model; **(D)**: VIP diagram for TA VS Model; **(E)**: Effect of TA on the metabolomic pathways; **(F)**: The glycerophospholipid metabolism pathway.

### Integrative Analysis of the Transcriptomics and Metabolomics Data

The integrative analysis of transcriptome and metabolome indicated that the DEGs and the metabolites were mainly clustered in six metabolic pathways (*p* < 0.05 and impact>0.5) (Supplemental Table S6 and Figure 7A). 

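Of the 13 DEGs of glycerophospholipid metabolism in TA VS Model, 6 were higher and 7 lower in the TA group. The higher genes were Etnppl, Lpin1, Gpat3, Gpd1, Cds1 and Agpat2, with log2 fold changes from 1.14 to 2.84. The lower genes were Pla2g2a, Agpat4, Pld4, Agpat1, Lpcat4, Lpcat2 and Pld2, with log2 fold changes from -3.21 to -1.09. The set held 0 genes with an adjusted p-value under 0.05. Ptdss2 and Cept1 were not among the 13 DEGs, since their log2 fold changes were within 1.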

Among them, only the glycerophospholipid metabolism pathway included both the DEGs and the differential metabolites simultaneously; further analysis revealed that TA affected the synthesis of the key metabolites (phosphatidylserines, phosphatidylethanolamines and phosphatidylcholines) by regulating the genes expression of LPCAT4, PTDSS2, PLA2G2A and CEPT1 (Figure 7B). 

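The deposited counts of Lpcat4 were 25, 41 and 22 in the normal control rats, 133, 74 and 71 in the model rats and 26, 24 and 42 in the TA rats. Its log2 fold change was 1.27 in Model VS Normal (standard error 0.35, adjusted p = 0.0648) and -1.17 in TA VS Model (standard error 0.38, adjusted p = 0.264), and the model group did not overlap with either other group (exact permutation test, two-sided, p = 0.1, the smallest p that 3 rats against 3 allow). Pla2g2a had 10, 24 and 25 counts in the normal control rats, 445, 65 and 17 in the model rats and 13, 1 and 23 in the TA rats. Its log2 fold change was 2.52 in Model VS Normal (standard error 0.94, adjusted p = 0.126) and -3.21 in TA VS Model (standard error 1.14, adjusted p = 0.276). The groups overlapped in both comparisons, and without the first model rat these values were 0.86 and -1.55. Ptdss2 had 450, 653 and 380 counts in the normal control rats, 688, 469 and 393 in the model rats and 610, 452 and 580 in the TA rats. After TMM normalization, Ptdss2 was lower in the model group than in the normal control group by a log2 fold change of -0.31 (standard error 0.21, adjusted p = 0.347) and higher in the TA group than in the model group by 0.48 (standard error 0.20, adjusted p = 0.311), and the groups did not overlap in either comparison (exact p = 0.1). With library totals alone these became 0.32 and -0.0011. Cept1 had 1082, 1290 and 831 counts in the normal control rats, 581, 1128 and 1236 in the model rats and 1365, 927 and 1258 in the TA rats. Its log2 fold change was -0.37 in Model VS Normal (standard error 0.42, adjusted p = 0.588) and 0.53 in TA VS Model (standard error 0.43, adjusted p = 0.542), with overlapping groups in both comparisons. Library totals turned the first of these to 0.12. Without the first model rat, Cept1 was -0.020 in Model VS Normal and 0.165 in TA VS Model.

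**Figure D2:**
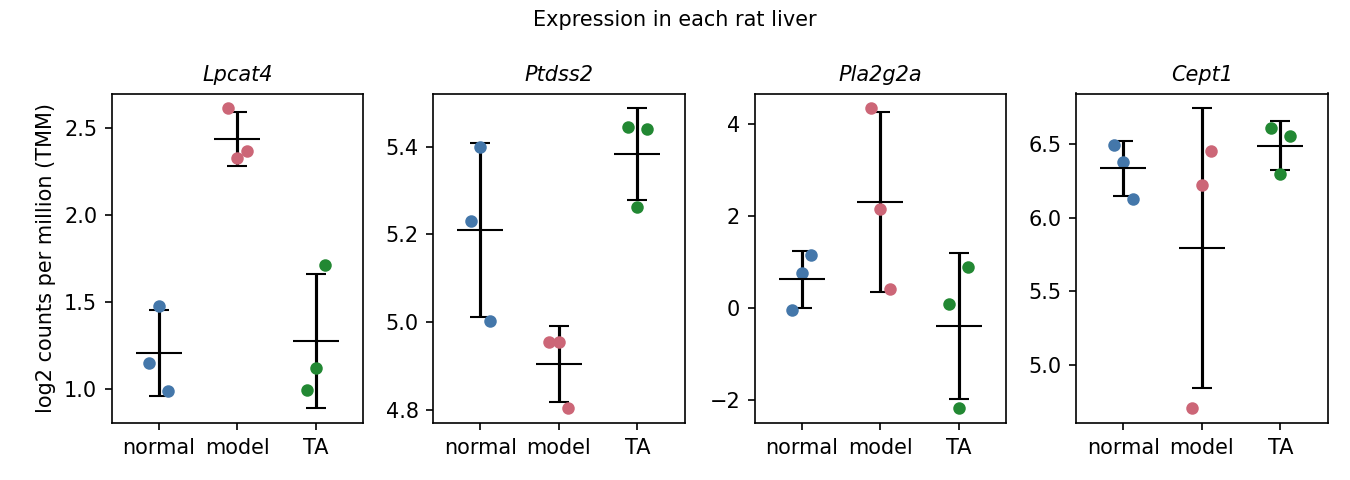
Log2 CPM after TMM normalization (vertical axes, a separate scale for each gene) of Lpcat4, Ptdss2, Pla2g2a and Cept1 in the normal, model and TA groups (horizontal axes). Points are rats, and bars are the mean and SD of 3 rats. Lpcat4 lies between 2.32 and 2.61 in the model rats and between 0.99 and 1.71 in the TA rats, and Ptdss2 between 4.80 and 4.95 in the model rats and between 5.26 and 5.45 in the TA rats.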

Also, the quantitative analysis confirmed that TA treatment decreased the content of phosphoethanolamine {PE [P-18:0/20:4 (5Z,8Z,11Z,14Z)]}, phosphocholine [PC (16:0/16:0)] and phosphatidylserine [PS (16:0/16:0)]; and decreased the expression of LPCAT4, PTDSS2, PLA2G2A and CEPT1 (Figure 7C).

**FIGURE 7:**
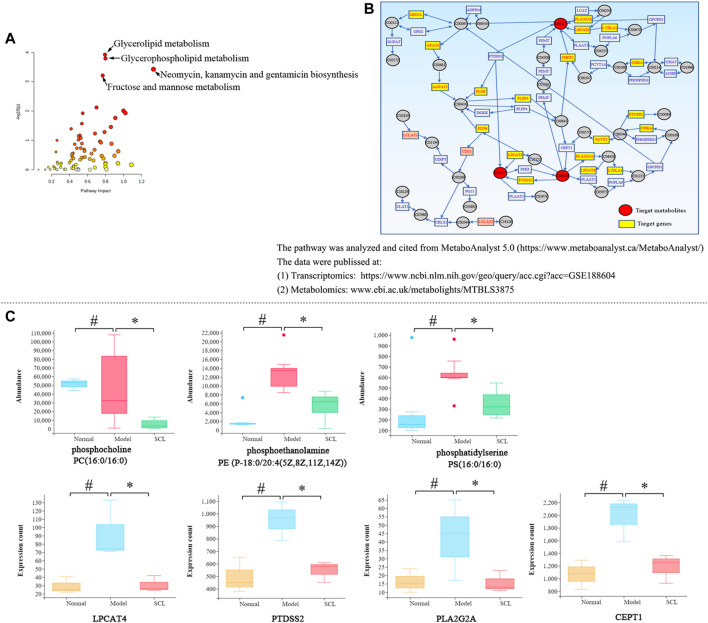
Integrated analysis of transcriptomics and metabolomics. **(A)**: The metabolic pathways; **(B)**: The glycerophospholipid metabolism pathway; **(C)**: The quantitative analysis of the key metabolites and DEGs. ^*^ *p* < 0.05 vs. the model control group. ^#^ *p* < 0.05 vs. the normal control group.

### TA Inhibited the PI3K/Akt/mTOR Signaling Pathway

Based on the prediction of the transcriptomics analysis, the PI3K/Akt/mTOR signaling pathway was detected. As shown in Figure 8, CCl_4_ significantly increased the phosphorylation of Akt, PI3K, FAK and mTOR and the mRNA level of Akt, PI3K, P70S6K and mTOR compared with the normal control group (*p* < *0.05*). However, after treatment with TA, the expressions of these proteins and genes above were significantly decreased (*p < 0.05*), suggesting that TA could inhibit the PI3K/Akt/mTOR signaling pathway.

**FIGURE 8:**
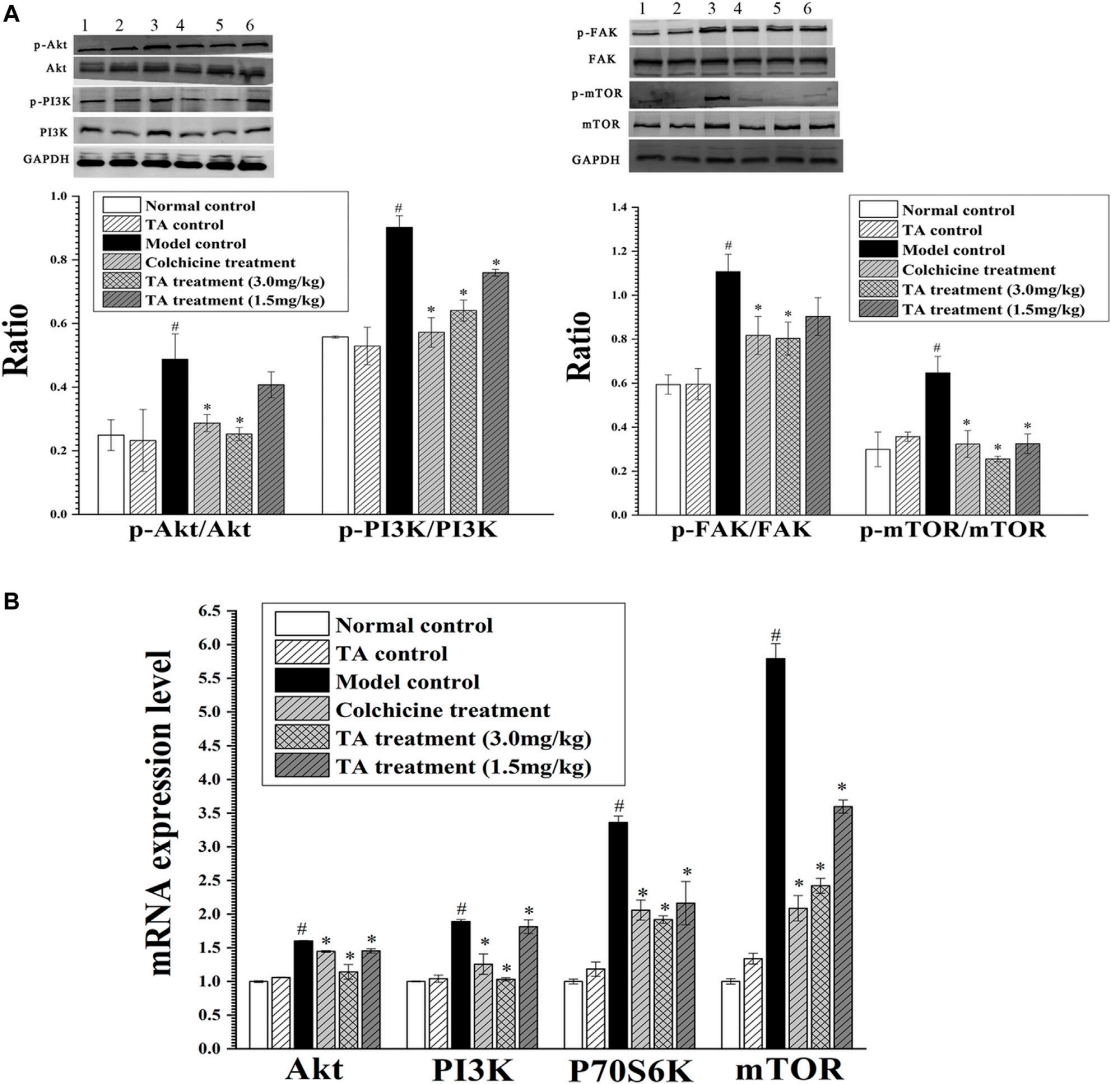
TA inhibited the PI3K/Akt/mTOR signaling pathway. **(A)** The phosphorylation of Akt, PI3K, FAK and mTOR protein was detected by Western blot analysis. Band one to six represented the normal control group, the TA control group, the model control group, the colchicine treatment group and the TA treatment groups (3.0 and 1.5 mg/kg), respectively. **(B)** The mRNA expression of Akt, PI3K, P70S6K and mTOR was detected by qPCR analysis. ^*^ *p* < 0.05 vs the model control group. ^#^ *p* < 0.05 vs the normal control group.

### TA Inhibited the NF-κB Signaling Pathway

The activation of the NF-κB pathway can initiate massive inflammatory cytokines secretion, aggravating hepatocyte necrosis. The results showed that CCl_4_ exposure significantly enhanced the phosphorylation of p65, IKKα/β and IκBα; while TA treatment decreased the phosphorylation of these proteins. Similarly, CCl_4_ increased the mRNA level of IκBα and NF-κB p65, but TA treatment reduced their mRNA levels (Figure 9). These data demonstrated that TA could inhibit the NF-κB signaling pathway and, as a result, alleviate inflammatory lesions.

**FIGURE 9:**
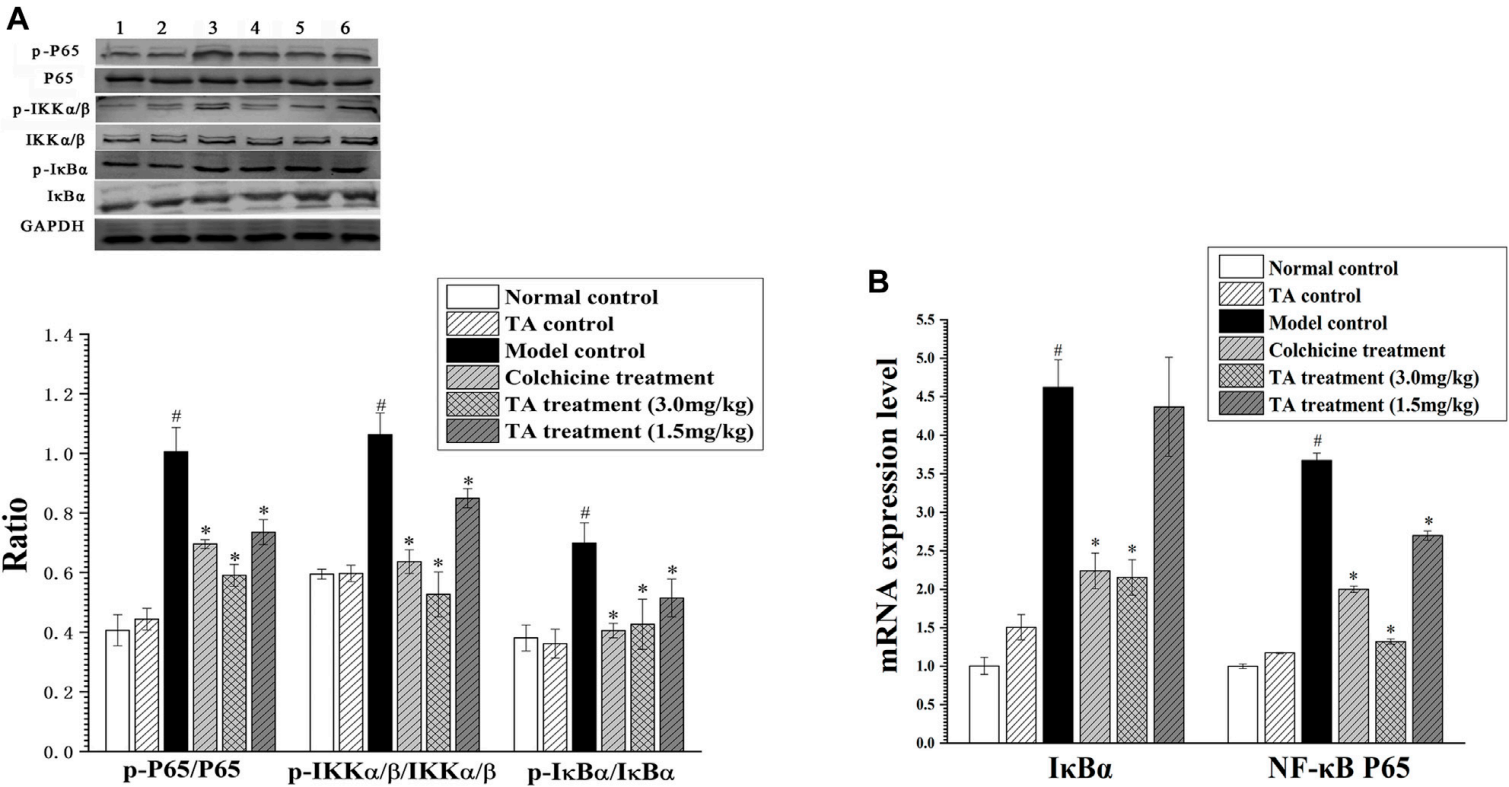
TA inhibited the NF-κB signaling pathway. **(A)** The key protein expression of the NF-κB signaling pathway was analyzed by Western blot analysis. Band one to six represented the normal control group, the TA control group, the model control group, the colchicine treatment group and the TA treatment groups (3.0 and 1.5 mg/kg), respectively. **(B)** The NF-κB p65 and IκBα mRNA expression was measured by qPCR analysis. ^*^ *p* < 0.05 vs. the model control group. ^#^ *p* < 0.05 vs. the normal control group.

## Discussion

The pathological examination showed that administration with CCl_4_ caused many infiltrations of inflammatory cells and destruction of liver lobules. However, TA treatment remarkably alleviated these symptoms. Besides, TA significantly restored the hepatic function indicators (ALT, AST, TBIL, and ALB) nearly to the normal level. In addition, the TUNEL staining revealed that TA treatment markedly decreased the positive apoptotic cells by regulating the expression of Bcl-2 and caspase families. Importantly, the Sirius staining revealed that TA treatment markedly reduced collagen deposition; also, TA treatment could decrease the content of Hyp, HA, and LN, as well as the expression of HPC III and col-IV. The data above indicated that TA could significantly alleviate CCl_4_-induced liver injury and fibrogenesis.

Transcriptomics analysis can reflect the global change of genes, which is a promising technique to elucidate complex pathogenic mechanisms. In this study, transcriptomic analysis was carried out to predict the potential targets of TA on liver fibrosis. The analysis indicated that there were 2,173 differentially expressed genes (DEGs) between the TA and model groups, and these DEGs could be functionally annotated in the liver fibrosis-related pathways, including the metabolic pathways (especially the glycerophospholipid metabolism), PI3K/Akt signaling pathway, ECM formation, and NF-κB signaling pathway.

Based on the prediction of transcriptomics, the effects of TA on metabolic profile and the relevant pathways were investigated. The OPLS-DA analysis showed that TA treatment resulted in 211 down-regulated and 131 up-regulated metabolites. These differential metabolites were mainly enriched in four metabolic pathways; among them, the glycerophospholipid metabolism pathway was the most relevant one (*p* < 0.05 and Impact >0.1). Further analysis indicated that the targets of TA to regulate the glycerophospholipid metabolism pathway included phosphatidylserines, phosphatidylethanolamines and phosphatidylcholines. It has been confirmed that phosphoethanolamines (PEs) and phosphocholines (PCs) are the key phospholipids of cell membranes (Chang et al., 2017), which are involved in the synthesis of the characteristic bilayer structure of cells. CCl_4_ exposure can strongly induce oxidative damage due to excessive free radicals (ROS), resulting in the destruction of cell membrane structure. Also, CCl_4_ treatment easily causes the disorder of PEs and PCs metabolism in rats with hepatic fibosis (Zhang et al., 2021). In this study, the contents of phosphoethanolamine {PE [P-18:0/20:4 (5Z,8Z,11Z,14Z)]}, phosphocholine (PC(16:0/16:0)) and phosphatidylserine [PS(16:0/16:0)] in the CCl_4_ model group were significantly increased, indicating an altered membrane phospholipids metabolism and the damage to the cell membrane; however, TA treatment significantly reversed these changes. Additionally, the integrative analysis of the transcriptome and metabolome revealed that TA could regulate the genes expression of LPCAT4, PTDSS2, PLA2G2A and CEPT1 and then inhibit the biosynthesis of phosphatidylserines, phosphatidylethanolamines and phosphatidylcholines. Our finding suggested that TA could restore the abnormal glycerophospholipid metabolism, which might be contributed to alleviating hepatocyte damage and fibrosis.

As the prediction of the transcriptomic analysis, the PI3K/Akt might also be involved in the regulation of TA on fibrogenesis. The PI3K/Akt/mTOR pathway is one of the critical signaling pathways, which can regulate cell proliferation and apoptosis (Wang et al., 2015). When stimulated, the PI3K is activated, turning into PI3K phosphorylated phosphatidylinositol 3, 4-triphosphate (PIP3). PIP3 promotes Akt phosphorylation, which regulates multiple signal transduction related to apoptosis. Phosphorylated mTOR awakens the downstream protein P70S6K to promote mRNA coding, translation and transcription, regulating cell growth and proliferation (Li et al., 2015; Dong et al., 2019). In this study, TA treatment significantly inhibited the expression of *α*-SMA and TGF-*β*, suggesting that TA could suppress HSCs activation and proliferation. Importantly, CCl_4_ exposure markedly activated the PI3K/Akt pathway in the fibrotic liver tissue, as evidenced by the significant increase in the phosphorylation of p-PI3K, p-Akt, p-mTOR and p-FAK. While treatment with TA significantly inhibited the phosphorylation levels of these proteins. Similarly, the results of RT-qPCR also showed that TA significantly inhibited the expression of the key genes of the PI3K/Akt/mTOR signaling pathway. These results suggested that TA inhibited HSCs activation by suppressing the PI3K/Akt/mTOR signaling pathway, which was vital for alleviating ECM accumulation and fibrogenesis.

In addition to the PI3K/Akt/mTOR signaling pathway, the NF-κB pathway might also be involved in the underlying mechanism of TA against liver fibrosis. NF-κB is a critical transcription factor in the inflammatory response, participating in the inflammatory response during liver fibrosis (Lu and Schwabe, 2011). Usually, IκBα binds to NF-κB to keep NF-κB a resting state in the cytoplasm. When hepatocytes are stimulated, IKK is activated and phosphorylated, and then promotes IκB phosphorylation. Thus, the IκBα-NF-κB compound is dissociated, and the NF-κB is exposed and activated, transferring into the nucleus. NF-κB activation can produce the inflammatory mediator genes and promote HSC activation and proliferation (Chen et al., 2019; Hu et al., 2020). The present study showed that TA treatment significantly increased the activity of SOD, GSH-Px and GSH-Rd, but decreased the content of MDA, suggesting that TA alleviated liver injury by inhibiting lipid peroxidation and effectively recruiting the anti-oxidative defense system. Besides, TA treatment significantly reduced the contents of TNF-α, IL-6 and MCP-1, while increased the level of IL-10 (an anti-inflammatory cytokine). These data suggested that the protective effect of TA on liver injury might be attributed to its anti-inflammatory ability. Interestingly, TA treatment significantly inhibited the phosphorylation of p-P65, p-IKK*α*/*β*, and p-IκB*α*. Similarly, the RT-qPCR results showed that TA significantly reduced the mRNA level of IκBα and NF-κB p65. These data indicated that TA ameliorated inflammatory injury by inhibiting the NF-κB signaling pathway.

## Conclusion

TA treatment significantly ameliorates CCl_4_-induced liver fibrosis, which may be attributed to the inhibition of the glycerophospholipid metabolism pathway and the PI3K/Akt/mTOR and NF-κB signaling pathways (Figure 10).

**FIGURE 10:**
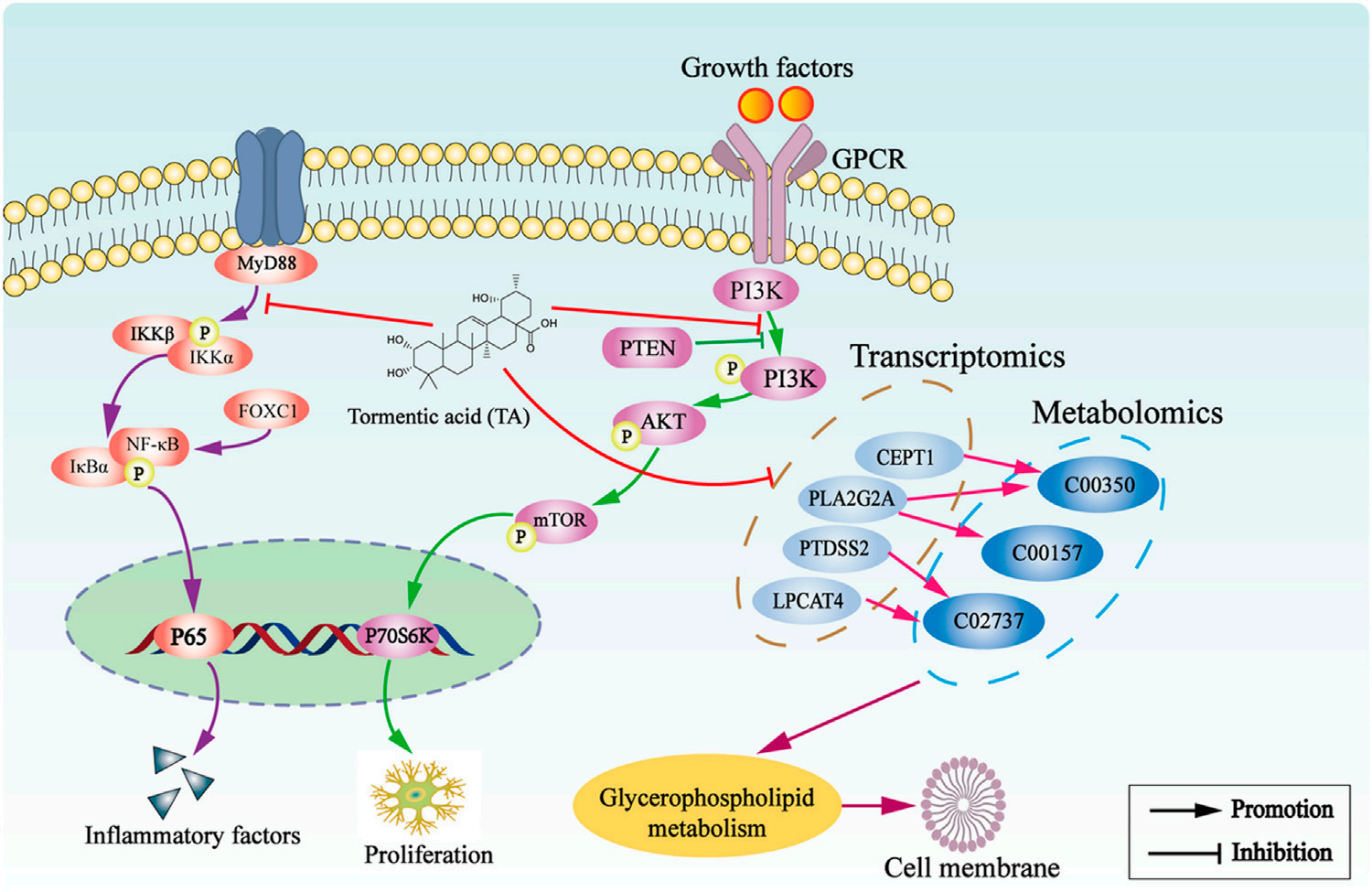
The underlying mechanism of TA against hepatic fibrosis.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE188604; www.ebi.ac.uk/metabolights/MTBLS3875.

# Supplementary material for: Tormentic Acid Ameliorates Hepatic Fibrosis in vivo by Inhibiting Glycerophospholipids Metabolism and PI3K/Akt/mTOR and NF-κB Pathways: Based on Transcriptomics and Metabolomics
**Source:** Front Pharmacol. 2022 Mar 11;13:801982. doi: 10.3389/fphar.2022.801982

Raw data of TA anti-fibrosis's assays

Fig.1A H&E staining (Olympus CX33 with ImageView software, 400×)

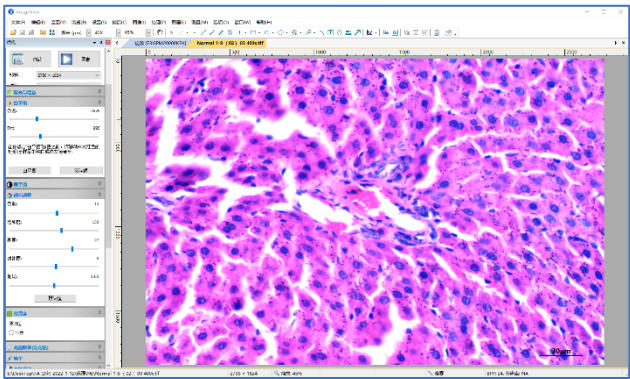

Normal group

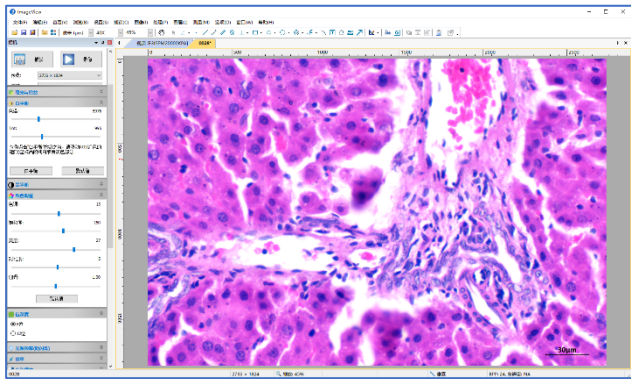

TA control group

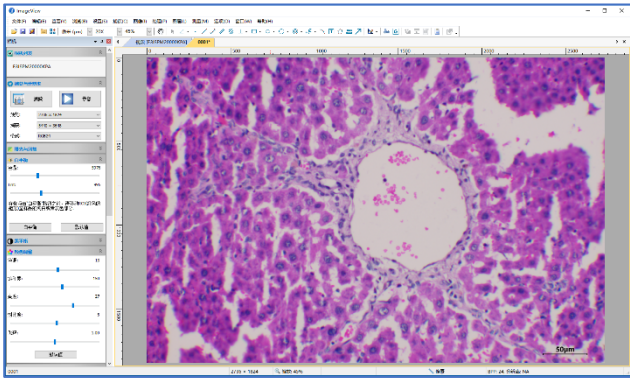

Model group

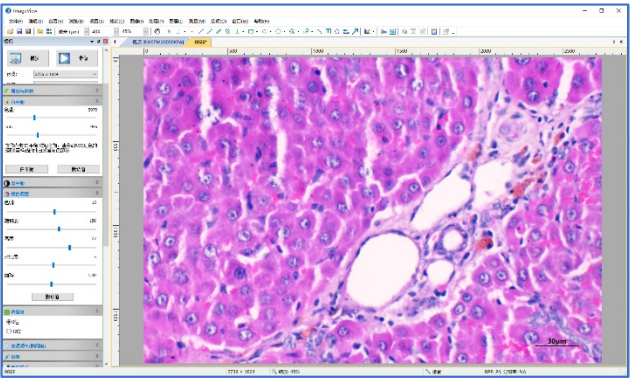

Colchicine group

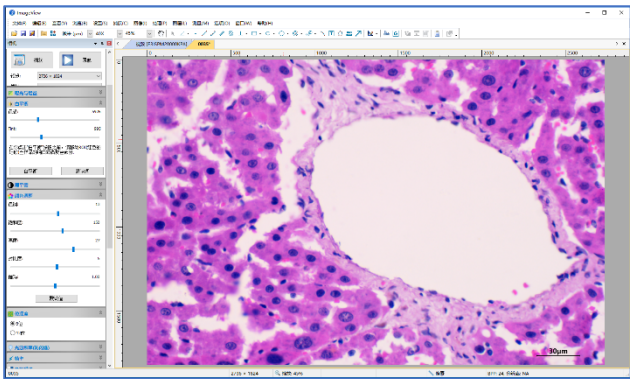

TA (high dose 3mg/kg)

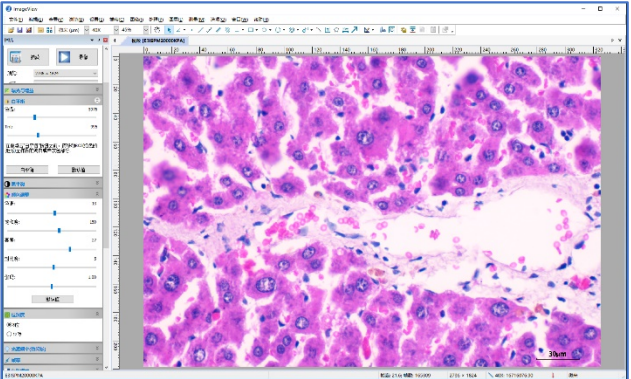

TA (low dose 1.5mg/kg)

Fig.2A Sirius staining (Olympus CX33 with ImageView software, 100×)

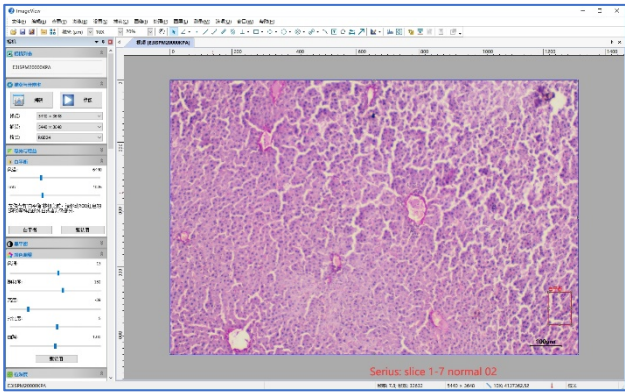

Normal group

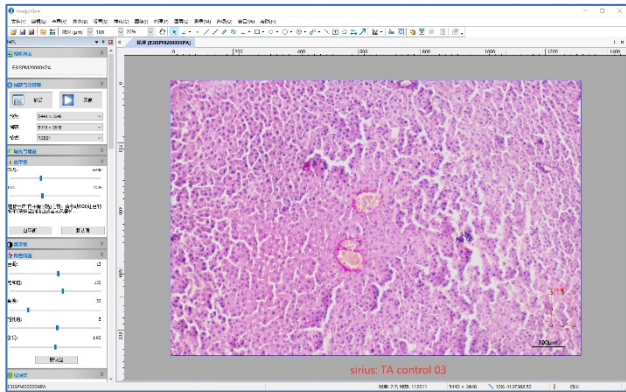

TA control group

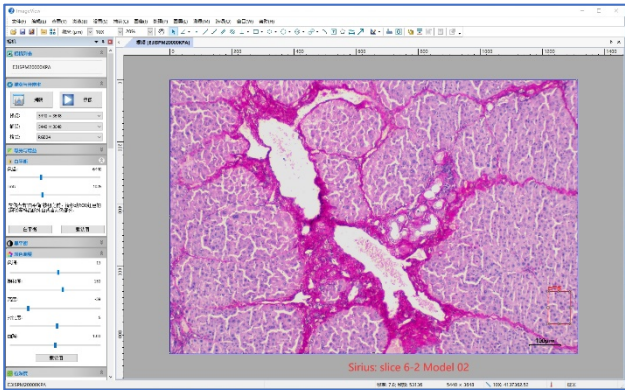

Model group

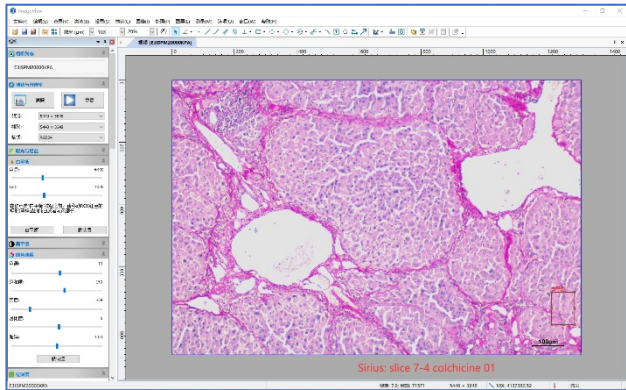

Colchicine group

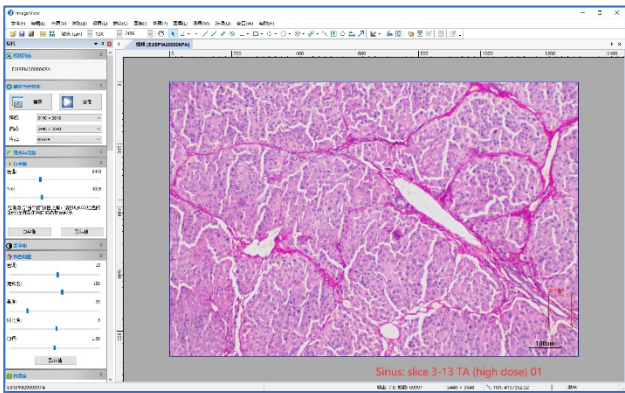

TA (high dose 3mg/kg)

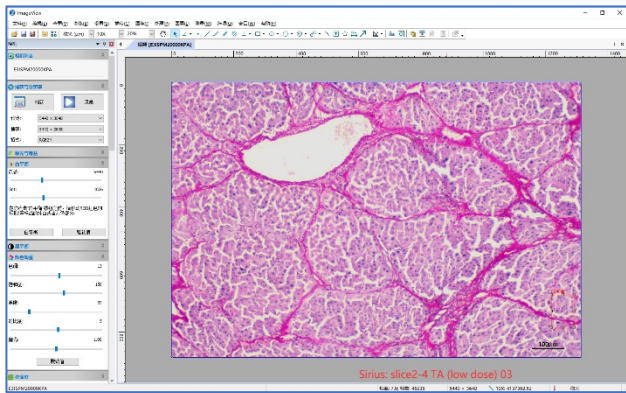

TA (low dose 1.5mg/kg)

Fig. 3A TUNEL staining (Olympus CX33 with ImageView software, 100×)

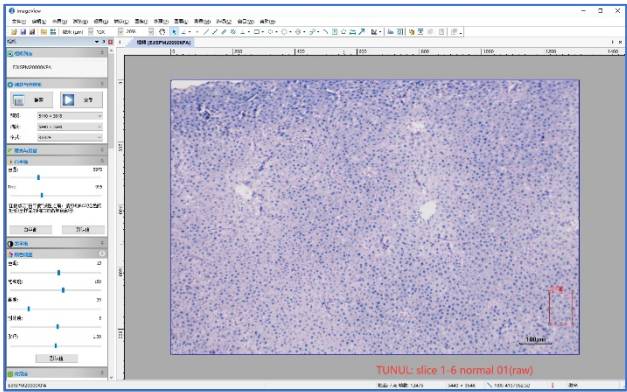

Normal group

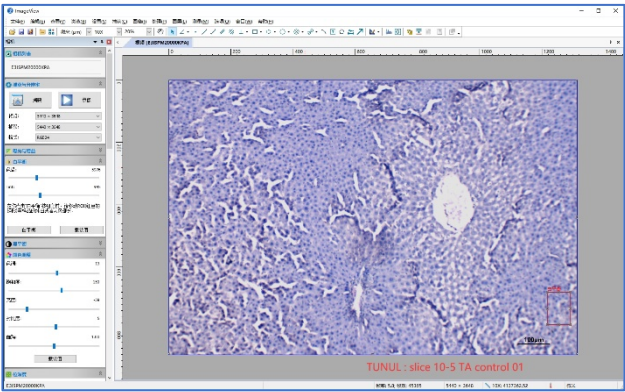

TA control group

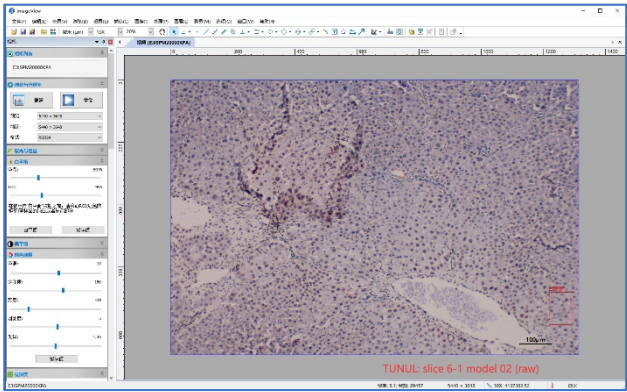

Model group

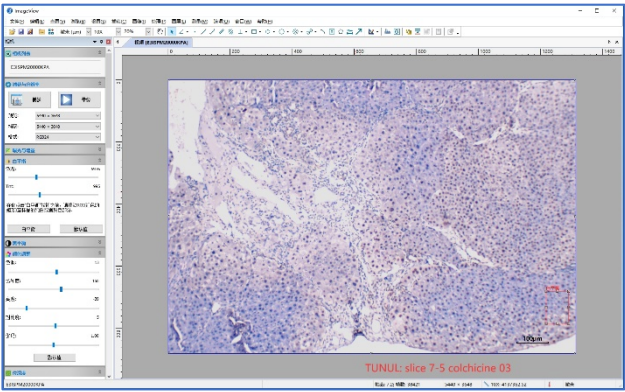

Colchicine group

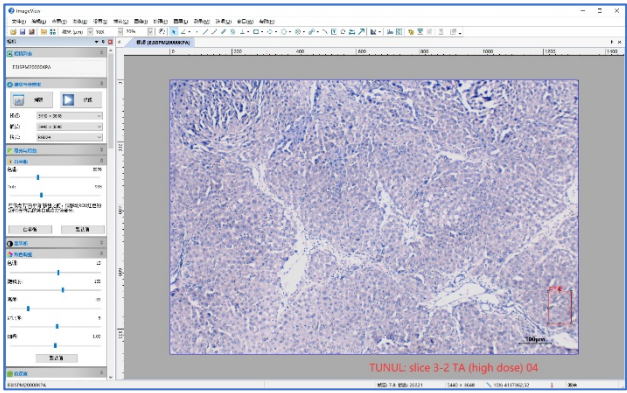

TA (high dose 3mg/kg)

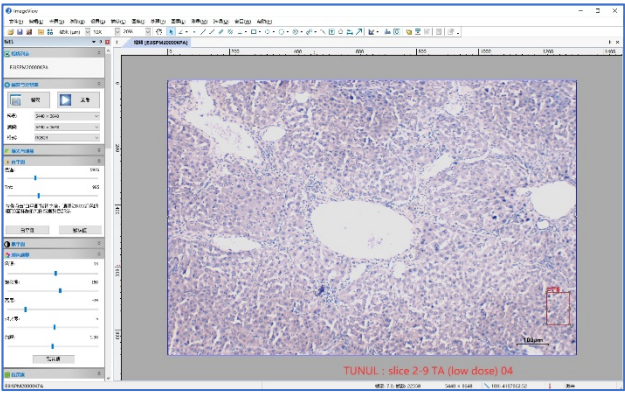

TA (low dose 1.5mg/kg)

# The raw bands of Western blot

Fig. 2C  $\alpha$ -SMA, Col-I and Col-III

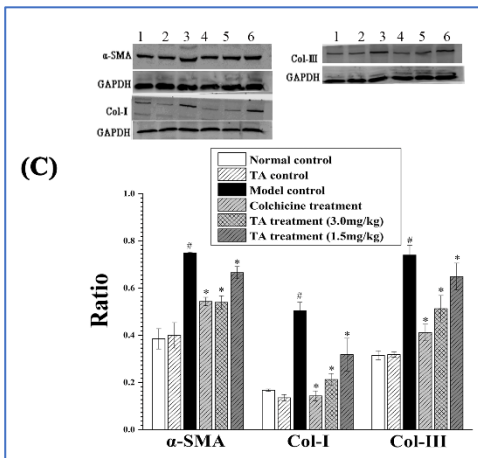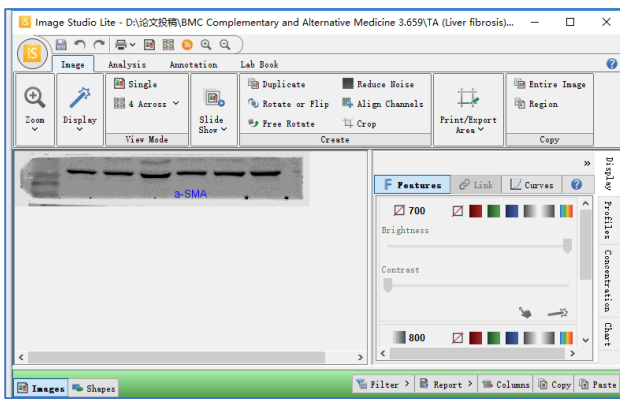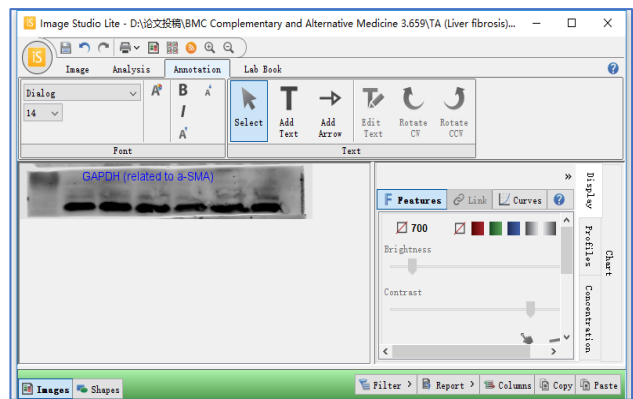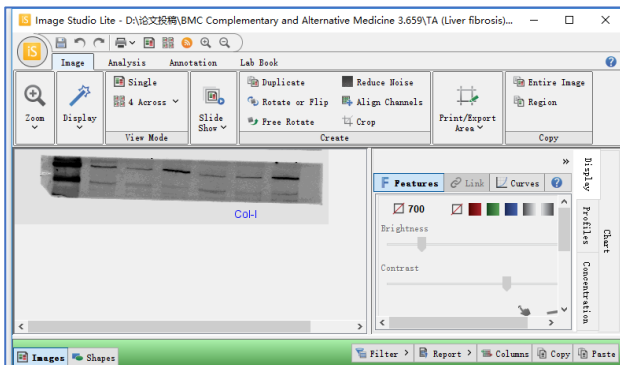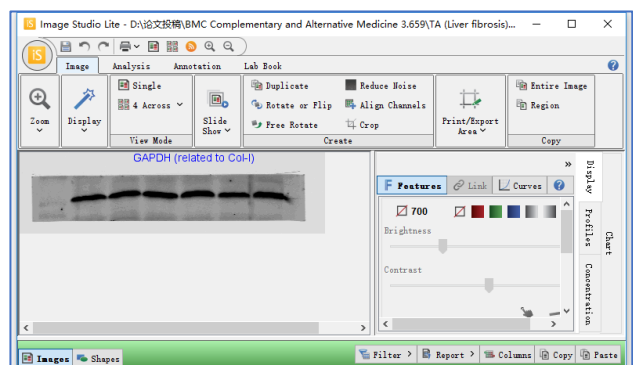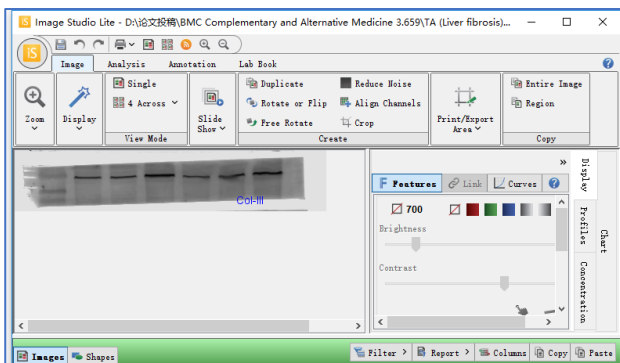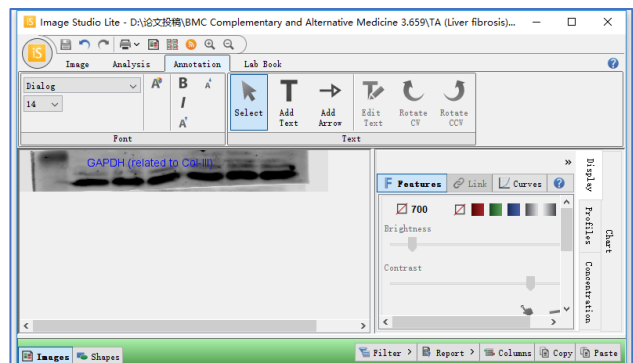

Fig. 3. TA decreased hepatocyte apoptosis

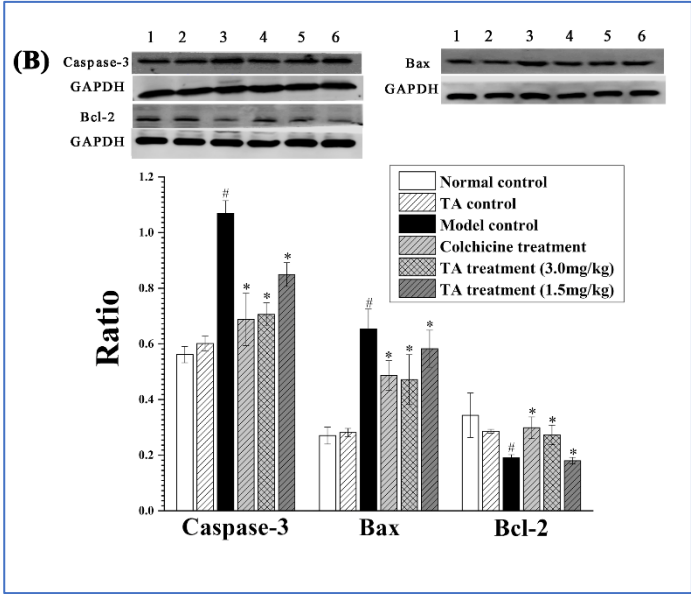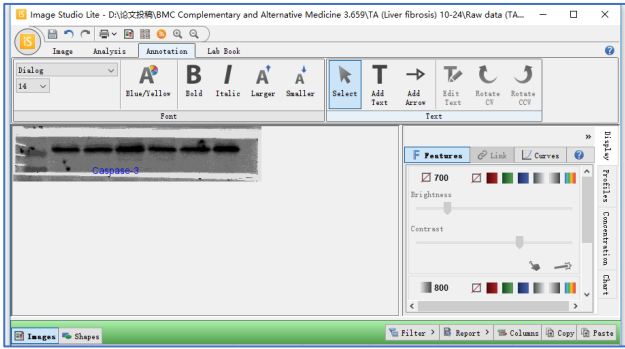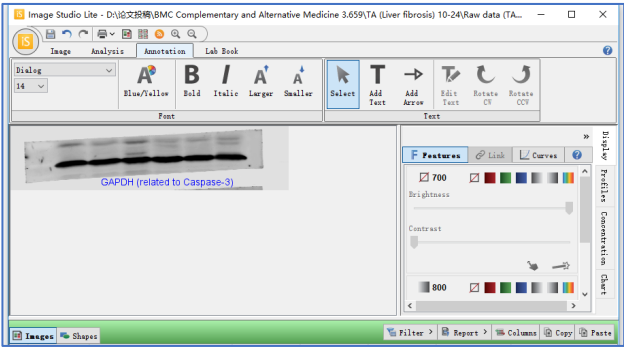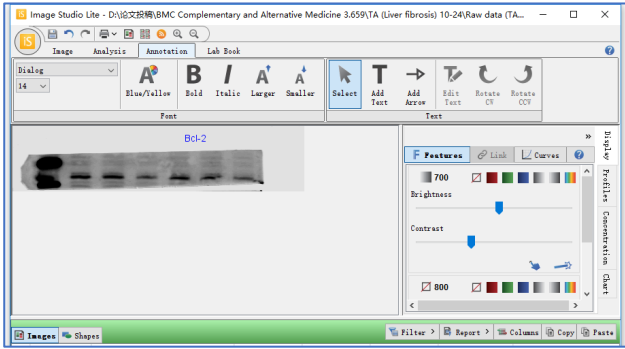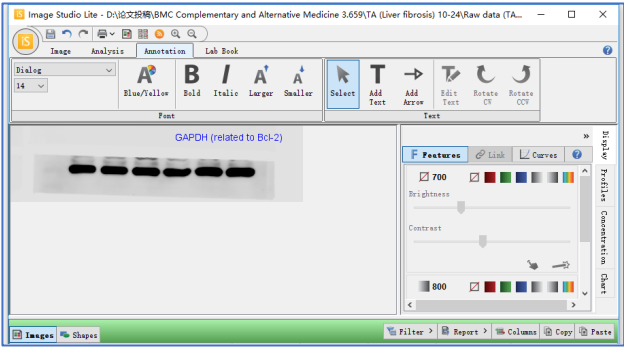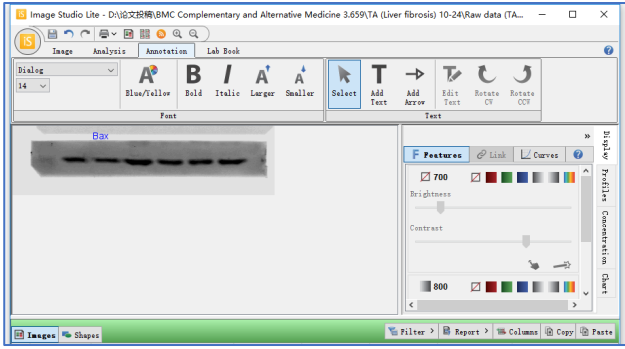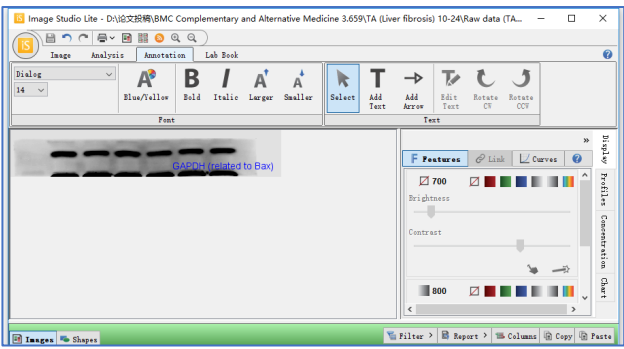

Fig. 8. TA inhibited the PI3K/Akt/mTOR signaling pathway

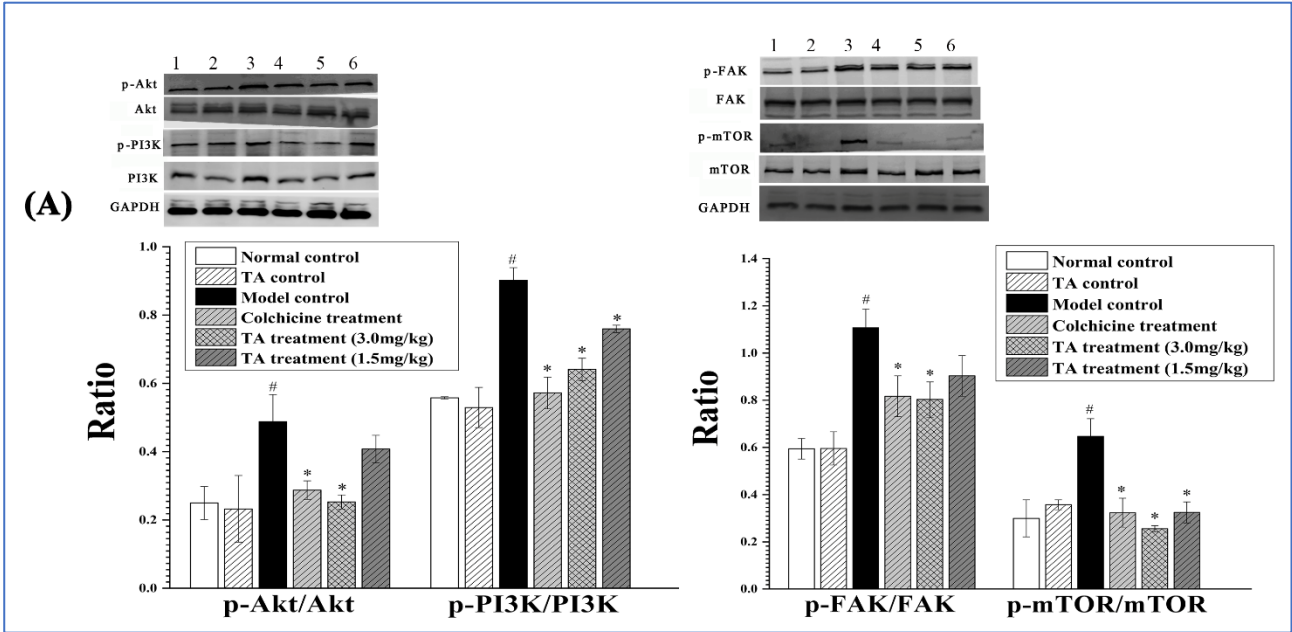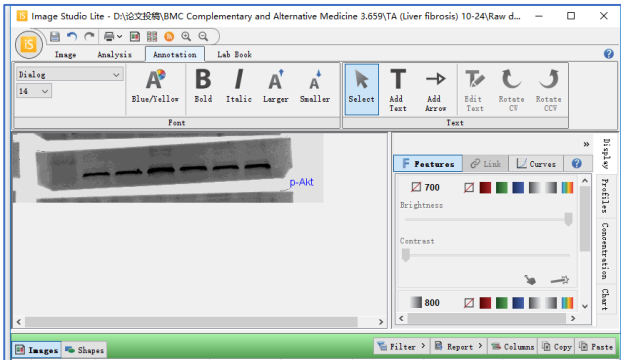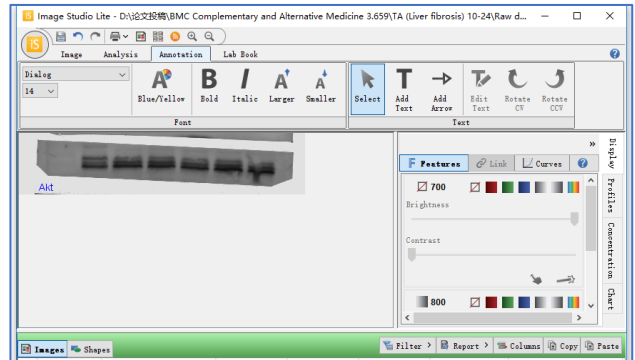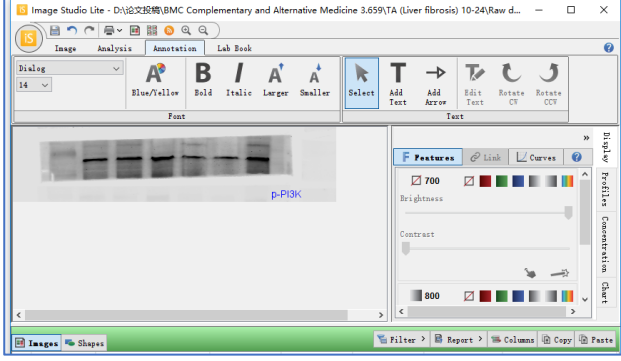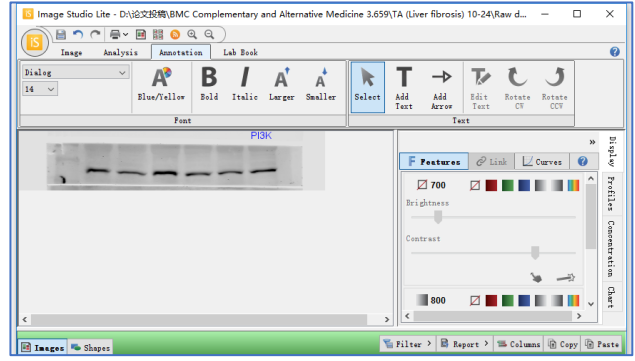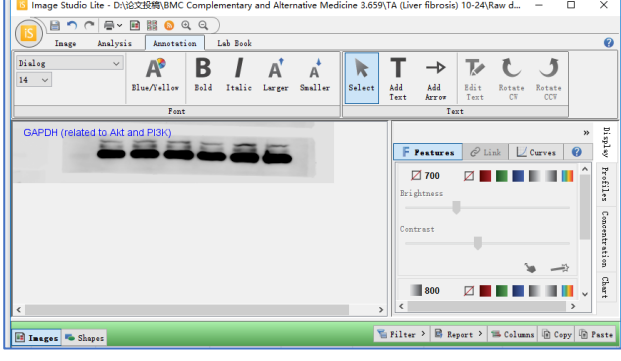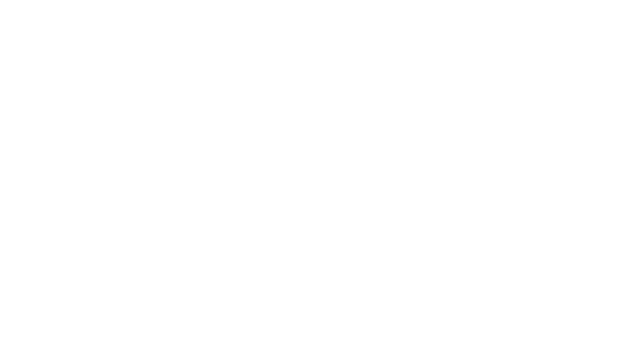

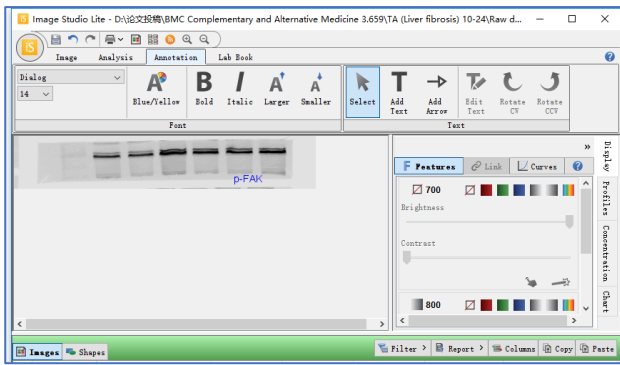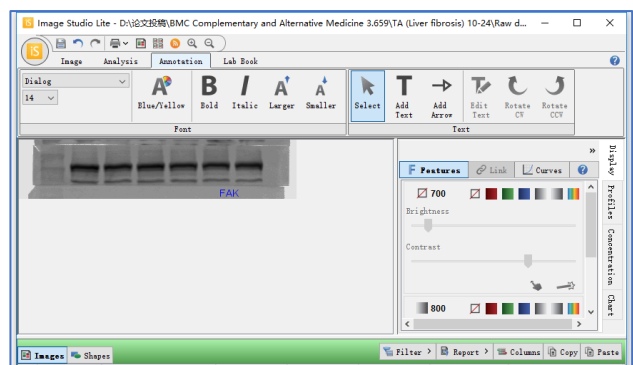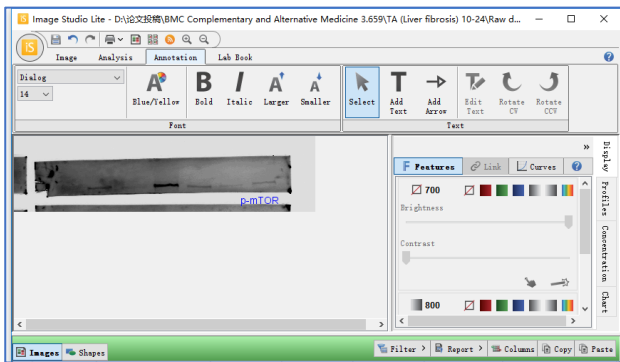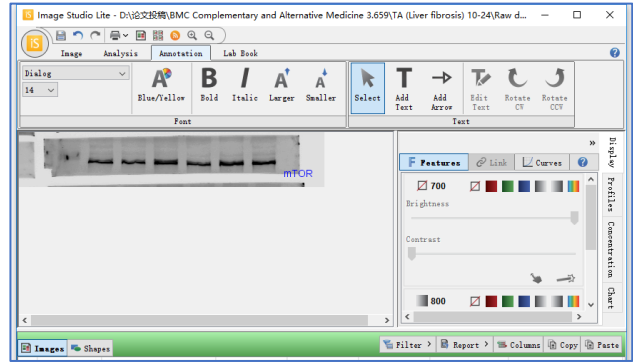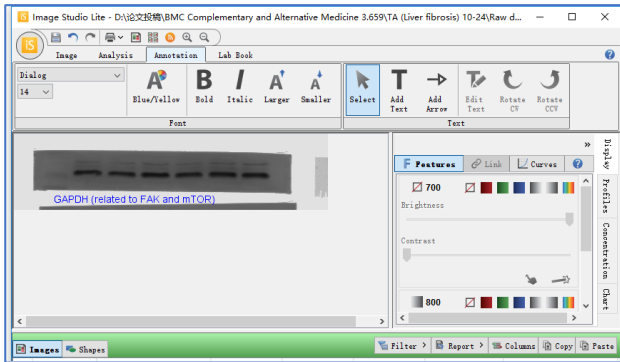

Fig. 9. TA inhibited the NF- $\kappa$ B signaling pathway

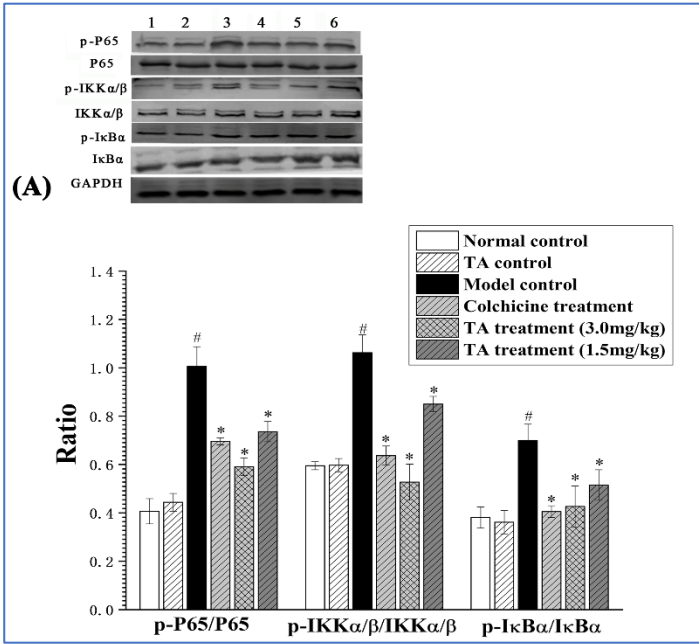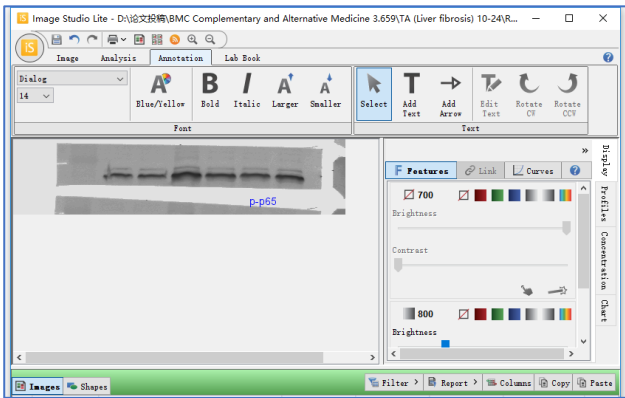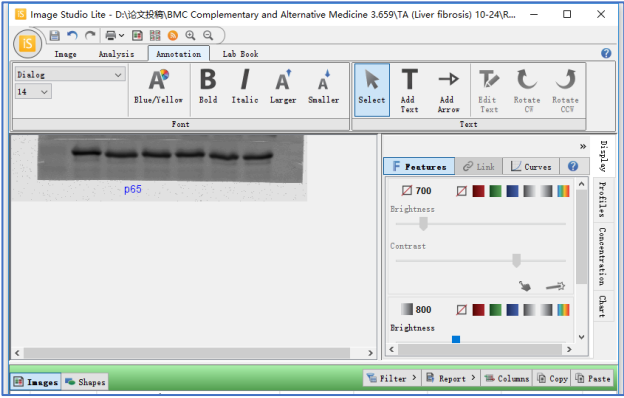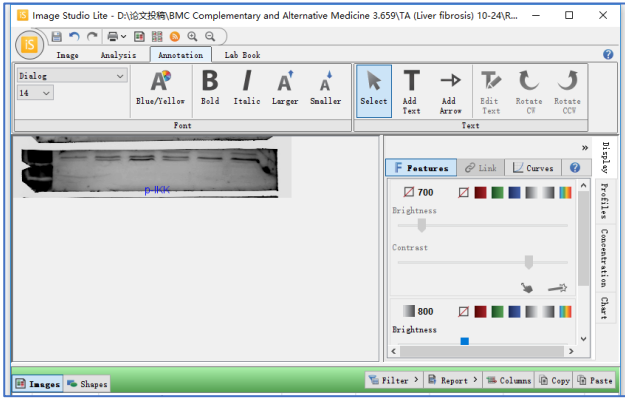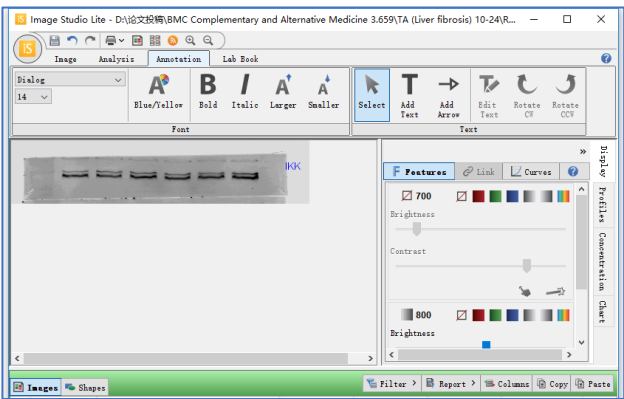

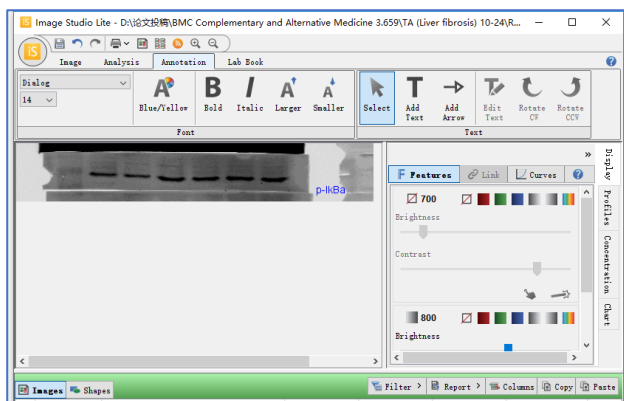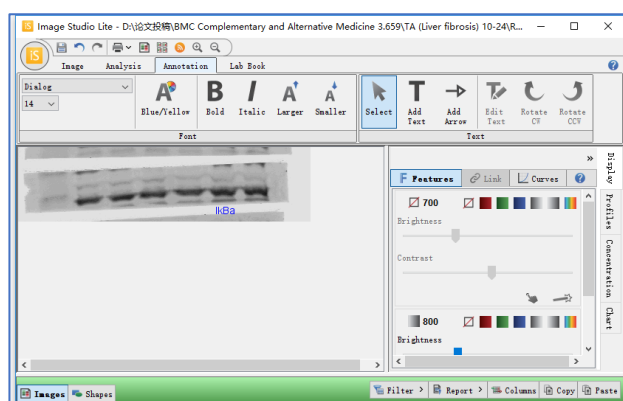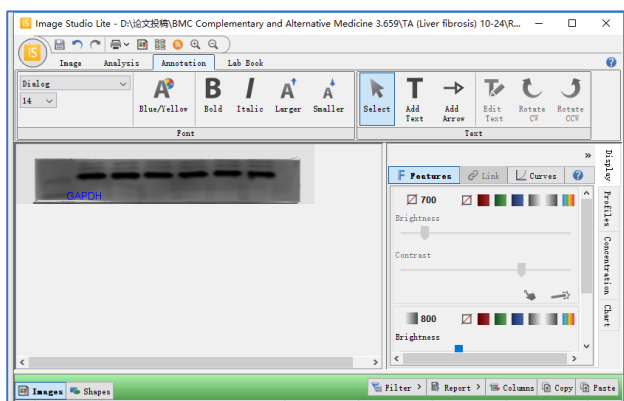

**Supplement:** Supplementary file 1

# Supplementary material for: Tormentic Acid Ameliorates Hepatic Fibrosis in vivo by Inhibiting Glycerophospholipids Metabolism and PI3K/Akt/mTOR and NF-κB Pathways: Based on Transcriptomics and Metabolomics
**Source:** Front Pharmacol. 2022 Mar 11;13:801982. doi: 10.3389/fphar.2022.801982
**Supplement:** Supplementary file 2

## Supplemental materials

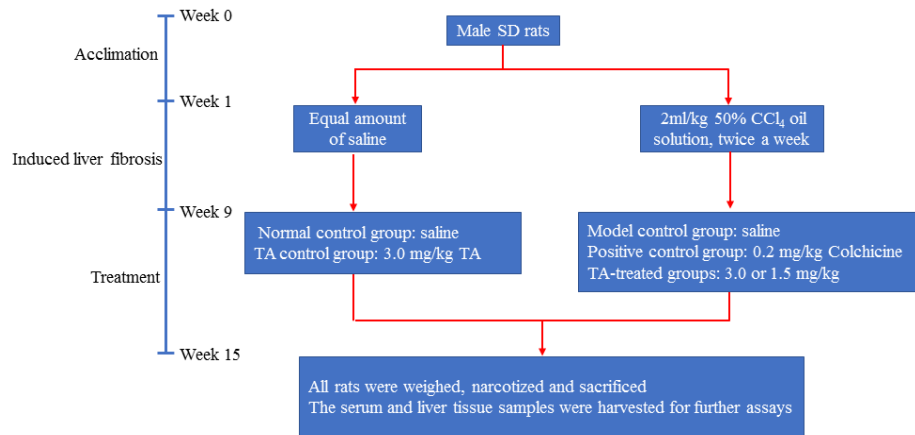

**Fig. S1 The experiment schedule**

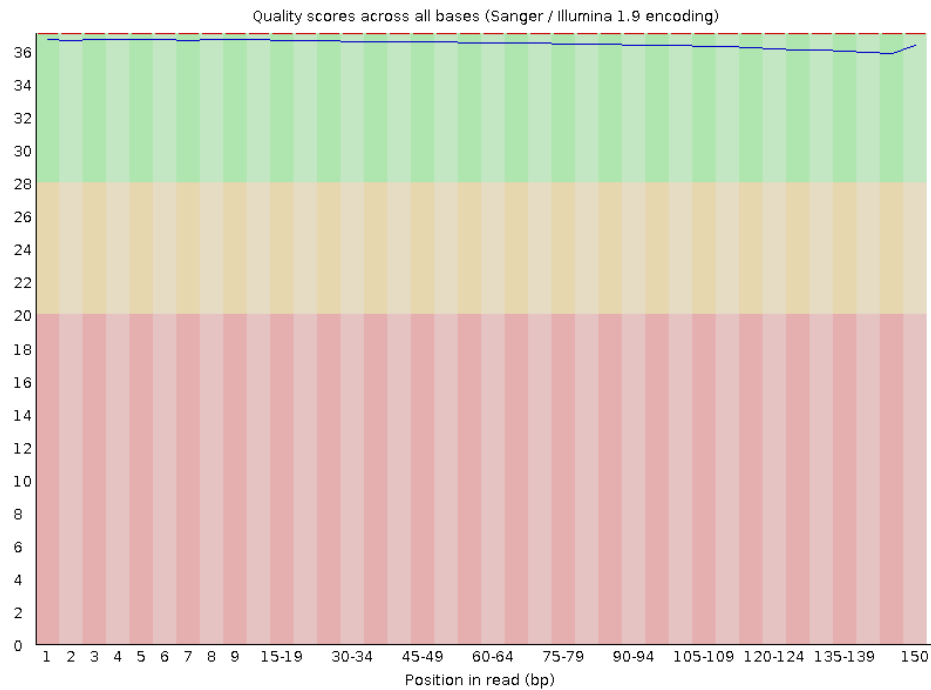

**Fig. S2 Quality scores across all bases**

X-axis: the position in read; Y-axis: the value of base quality. The Red line means the median; the blue line represents the average value; the yellow line represents the 25%-75% range.

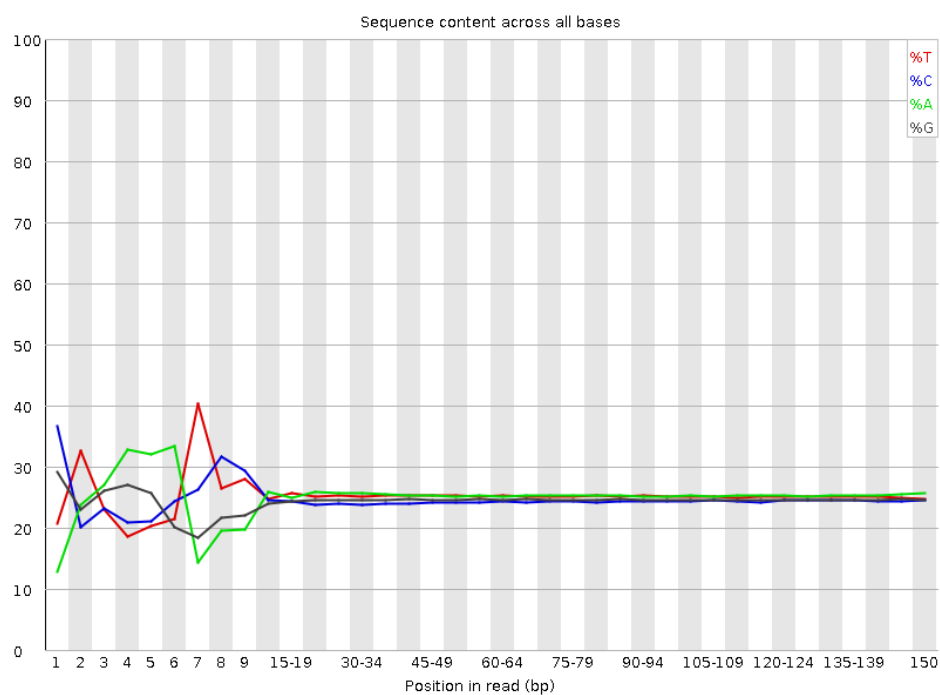

**Fig. S3 Sequence content across all bases**  
X-axis: the position in read; Y-axis: the ratio of base.

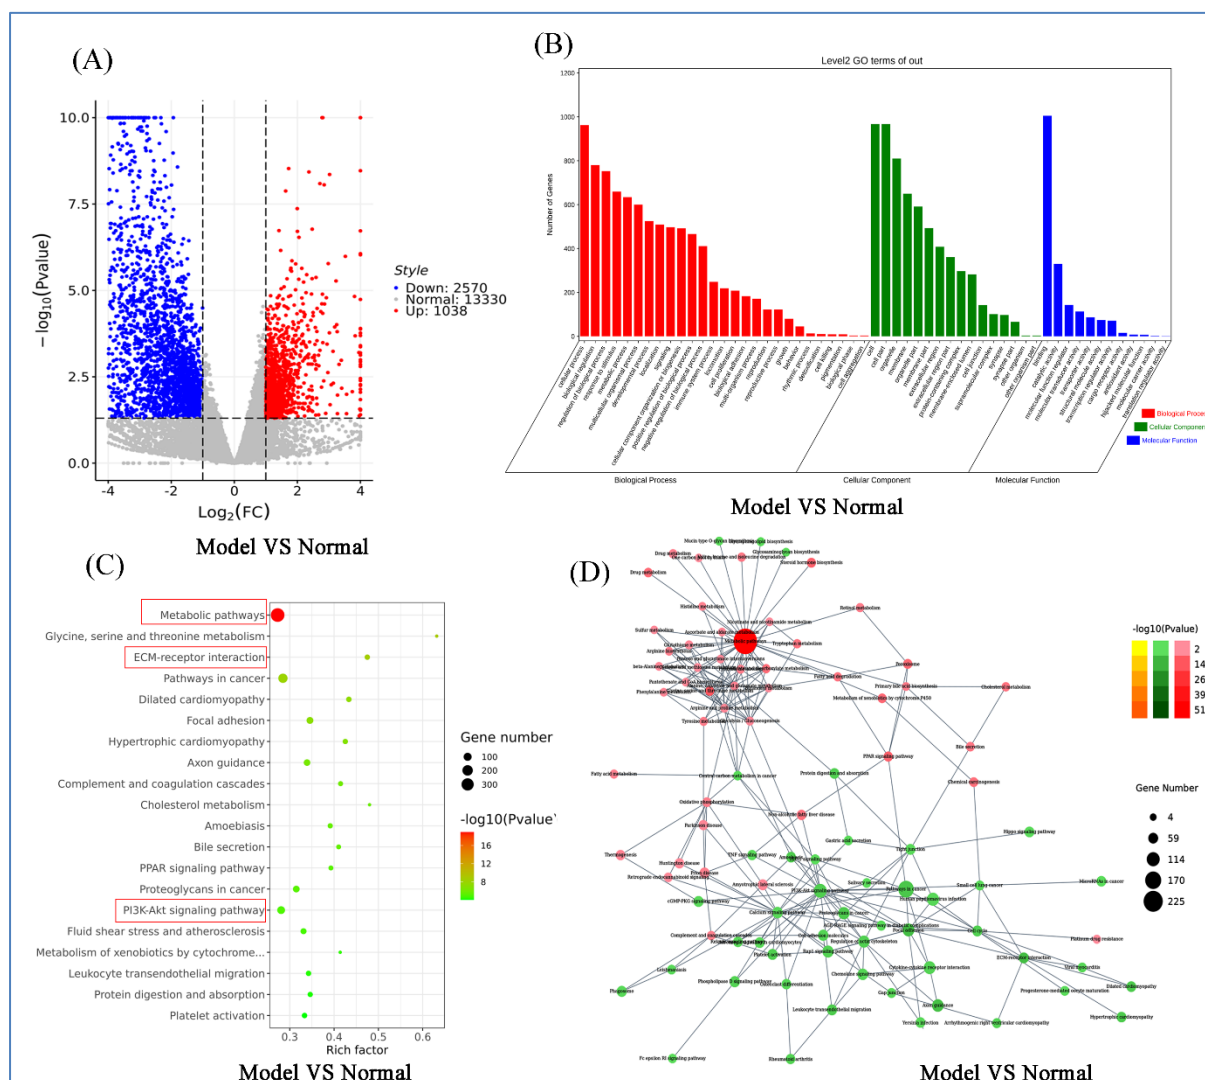

**Fig. S4 Transcriptomics analysis for Model VS Normal**

A: Venn diagram; B: Heatmap; C: Volcano plot; D: Gene ontology (GO) analysis; E: KEGG pathway analysis; F: Network was built based on the relationship between KEGG Pathways.

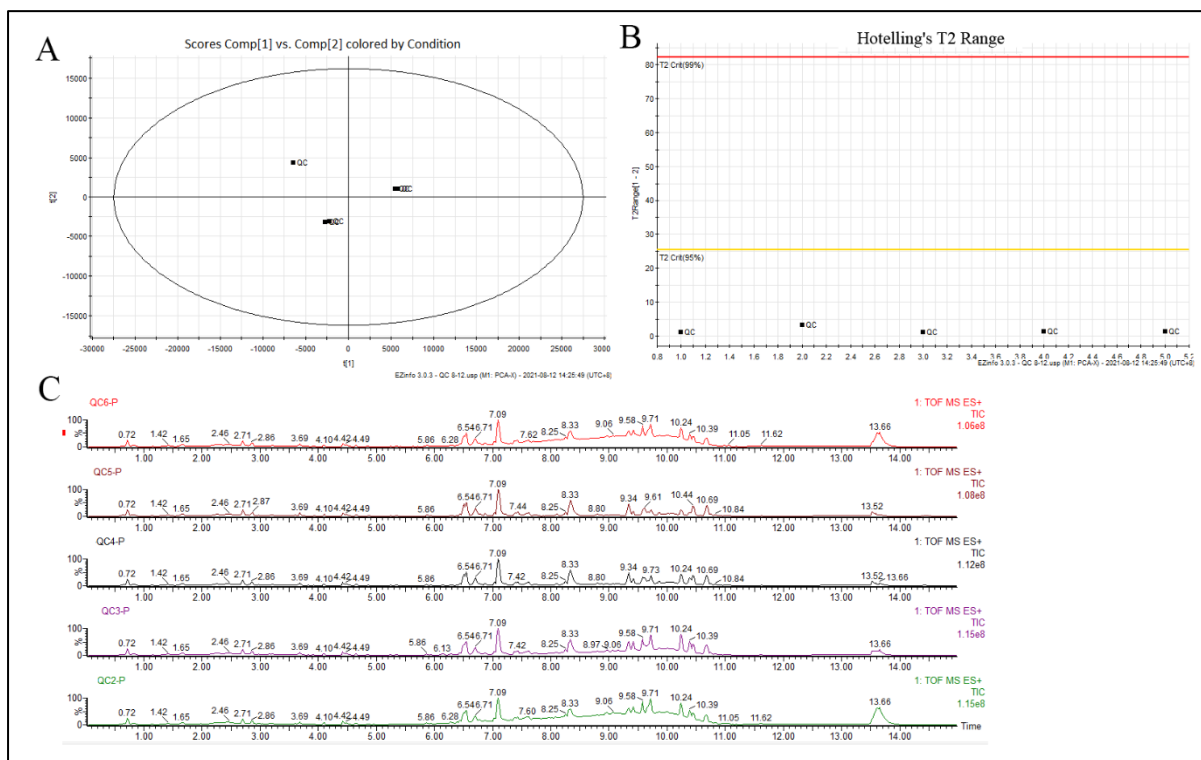

**Fig. S5 Quality control (QC) samples**

A: PCA (Principal Component Analysis) Score Plot; B: Hotelling's T2 Range; C: Typical total ion chromatograms (TICs).

**Table S1 The gradient elution for UPLC-ESI-QTOF MS analysis**

| Time (min) | Flow (ml/min) | % A  | % B   | Curve |
|------------|---------------|------|-------|-------|
| Initial    | 0.400         | 95.0 | 5.0   | 6     |
| 1.0        | 0.400         | 80.0 | 20.0  | 6     |
| 2.5        | 0.400         | 60.0 | 40.0  | 6     |
| 9.0        | 0.400         | 10.0 | 90.0  | 6     |
| 10.0       | 0.400         | 0.0  | 100.0 | 6     |
| 12.5       | 0.400         | 0.0  | 100.0 | 6     |
| 14.0       | 0.400         | 95.0 | 5.0   | 6     |
| 15.0       | 0.400         | 95.0 | 5.0   | 6     |

A: HPLC-grade water containing 0.1 % formic acid; B: HPLC-grade acetonitrile containing 0.1 % formic acid.

**Table S2 The sequences primers for qPCR**

| Genes                 | Sense primer (5'-3')      | Anti-sense primer (5'-3') |
|-----------------------|---------------------------|---------------------------|
| GAPDH                 | GGCACAGTCAAGGCTGAGAATG    | ATGGTGGTGAAGACGCCAGTA     |
| Col-I                 | GACATGTTTCAGCTTTGTGGACCTC | AGGGACCCTTAGGCCATTGTGTA   |
| Col-III               | TTTGGCACAGCAGTCCAATGTA    | GACAGATCCCGAGTCGCAGA      |
| TGF- $\beta$          | CATTGCTGTCCCGTGCAGA       | AGGTAACGCCAGGAATTGTTGCTA  |
| Bax                   | GACATGTTTTCTGACGGCAA      | CCCAAAGTAGGAGAGGAGGC      |
| Bcl-2                 | CACCCCTGGCATCTTCTCCT      | GTTGACGCTCCCCACACACA      |
| PI3K                  | GCATCAGTGGCTCAAGGACAAG    | CAAGATAAAGGTTGCCACGCAGTA  |
| Akt                   | ATGGACTTCCGGTCAGGTTCA     | GCCCTTGCCAGTAGCTTCA       |
| mTOR                  | GCTTATCAAGCAAGCGACATCTCA  | TCCACTGGAAGCACAGACCAAG    |
| P70S6K                | AAATCCGATCGCCTCGAAGA      | CACTTGTTTCCATTGGGTATTCCAC |
| I $\kappa$ B $\alpha$ | TGACCATGGAAGTGATTGGTCAG   | GATCACAGCCAAGTGGAGTGGA    |
| NF- $\kappa$ B P65    | CGACGTATTGCTGTGCCTTC      | TTGAGATCTGCCAGGTGGTA      |

**Table S3 The statistical result of raw reads and clean reads**

| Sample Name | Raw Reads | Clean Reads | Raw Bases (G) | Clean Bases (G) | Q20 (%) | Q30 (%) | GC Content (%) |
|-------------|-----------|-------------|---------------|-----------------|---------|---------|----------------|
| Normal 1    | 44481548  | 38418206    | 6.67          | 5.76            | 98.87   | 95.63   | 49.22          |
| Normal 2    | 56509214  | 49703434    | 8.48          | 7.46            | 98.94   | 95.79   | 49.26          |
| Normal 3    | 46889182  | 40135840    | 7.03          | 6.02            | 98.85   | 95.55   | 48.90          |
| Model 1     | 41893536  | 35826064    | 6.28          | 5.37            | 98.66   | 94.99   | 50.43          |
| Model 2     | 41844660  | 35713216    | 6.28          | 5.36            | 98.74   | 95.20   | 48.45          |
| Model 3     | 41961620  | 36095164    | 6.29          | 5.41            | 98.68   | 95.02   | 48.68          |
| TA 1        | 43349624  | 37480058    | 6.50          | 5.62            | 98.75   | 95.23   | 49.43          |
| TA 2        | 39919276  | 34667654    | 5.99          | 5.20            | 98.69   | 95.05   | 49.24          |
| TA 3        | 46049212  | 39288328    | 6.91          | 5.89            | 98.79   | 95.38   | 48.70          |

Raw reads: the raw reads numbers; Clean reads: the clean reads numbers; Raw bases (G): the bases number of raw reads (the unit is G); Clean bases (G): the bases number of clean reads; Q20 (%): the reads number with the accuracy of bases sequencing > 99% / the total reads number; Q30 (%): the reads number with the accuracy of bases sequencing > 99.9% / the total reads number; GC Content (%): the GC bases/the total bases.

**Table S4 Aligning clean reads to reference genome**

| Sample                       | Normal 1 | Normal 2 | Normal 3 | Model 1  | Model 2  | Model 3  | TA 1     | TA 2     | TA 3     |
|------------------------------|----------|----------|----------|----------|----------|----------|----------|----------|----------|
| Number of input reads        | 19209103 | 24851717 | 20067920 | 17913032 | 17856608 | 18047582 | 18740029 | 17333827 | 19644164 |
| Average input read length    | 300      | 300      | 300      | 300      | 300      | 300      | 300      | 300      | 300      |
| Uniquely mapped reads number | 16675705 | 21586925 | 17300796 | 15678794 | 15858192 | 15991078 | 16629249 | 15324476 | 17213271 |
| Uniquely mapped reads (%)    | 86.81%   | 86.86%   | 86.21%   | 87.53%   | 88.81%   | 88.61%   | 88.74%   | 88.41%   | 87.63%   |

**Table S5 The metabolic pathways**

| Pathway                                                | p         | -log (p) | Holm p  | Impact  |
|--------------------------------------------------------|-----------|----------|---------|---------|
| Glycerophospholipid metabolism                         | 0.0012358 | 2.9081   | 0.1038  | 0.24596 |
| Sphingolipid metabolism                                | 0.007372  | 2.1324   | 0.61188 | 0.00    |
| Arachidonic acid metabolism                            | 0.020999  | 1.6778   | 1.0     | 0.00    |
| Linoleic acid metabolism                               | 0.031885  | 1.4964   | 1.0     | 0.00    |
| alpha-Linolenic acid metabolism                        | 0.081002  | 1.0915   | 1.0     | 0.00    |
| Glycosylphosphatidylinositol (GPI)-anchor biosynthesis | 0.086981  | 1.0606   | 1.0     | 0.00399 |

**Table S6 The pathways of the integrated analysis between transcripts and metabolites**

| Pathway                                         | p         | -log (p) | Holm p   | Impact  |
|-------------------------------------------------|-----------|----------|----------|---------|
| Glycerolipid metabolism                         | 1.1956E-4 | 3.9224   | 0.010043 | 0.79412 |
| Glycerophospholipid metabolism                  | 1.6139E-4 | 3.7921   | 0.013395 | 0.8     |
| Neomycin, kanamycin and gentamicin biosynthesis | 3.7572E-4 | 3.4251   | 0.030809 | 1.3333  |
| Fructose and mannose metabolism                 | 6.1472E-4 | 3.2113   | 0.012909 | 0.76923 |
| Glycolysis or Gluconeogenesis                   | 0.007568  | 2.121    | 0.60548  | 0.7     |
| Citrate cycle (TCA cycle)                       | 0.0098055 | 2.0085   | 0.77464  | 1.0     |

How the deposited data were processed for this re-analysis (not part of the article)

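Liver RNA of 9 rats was sequenced by the authors, 3 each in the normal control, model and TA groups, and the groups of the libraries were taken from their labels and from the paper's supplementary tables. The labels give the TA libraries without a dose, and they were taken as 1 group at 3 mg/kg, as the study's design describes. The authors trimmed the reads, mapped them with STAR and counted them on genes with HTSeq-count. The paper's methods name a human genome as the mapping reference, while the gene symbols in the deposited tables are written as rat symbols. Of the 17156 gene names in the tables, 15601 (90.9%) matched a symbol or synonym of the rat RefSeq genes of assembly GRCr8, which was used for names alone.

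The authors deposited raw read counts per gene, without normalization, and every test here started from these counts. The authors also deposited a signal for each library, the counts divided by the size factor DESeq2 gave it within each table, which was used here to recover those factors. The FPKM values the authors deposited were used to recover the gene lengths behind them. The log2 fold changes and p-values that the authors deposited come from DESeq2 and were compared with the ones computed here.

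The values here were computed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The main test was edgeR's quasi-likelihood test with TMM normalization, its filter on low counts and only the libraries of the groups compared. The design set before the data were examined did not say which form of the quasi-likelihood fit to use. The newer form was run first. The default form of this edgeR release was then made the main one after the counts under both forms had been seen, and the newer form is reported as an added alternative. Genes were called at an adjusted p-value under 0.05 (Benjamini-Hochberg) and, as in the paper's methods, at an unadjusted p under 0.05 with an absolute log2 fold change above 1. TA VS Normal used the 16730 genes listed in both tables. Standard errors are the log2 fold change divided by the square root of the test's F. Single genes were also compared by an exact permutation test of 3 against 3, whose smallest two-sided p is 0.1.

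The test was checked on simulated data with the means, library sizes and spread of the real libraries and 200 changed genes. Of the 150 genes changed 4-fold or more, it called 74.7% for Model VS Normal, 56.7% for TA VS Model and 90.7% for TA VS Normal, and with no gene changed it called 0, 1 and 0 genes, at 4.89%, 4.66% and 4.61% of genes with an unadjusted p under 0.05. On the same simulated data with no gene changed, DESeq2 called 36, 24 and 3 genes. With 200 changed genes, DESeq2 called 89.3%, 84.7% and 94.7% of those changed 4-fold or more. Its false calls there were 53, 38 and 38, against 7, 5 and 12 with the main test. The simulated spread came from edgeR's own estimates, which can favour edgeR. A planted remaining change of 0.4 was recovered as 0.392.

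Between 13156735 and 18090405 reads were counted per liver. The share of the uncertainty due to depth was not separated from the spread between rats. Of the 22 genes the paper names in its expression assays, 21 were matched in the tables, and Il6 and Il10 had too few counts to be tested.

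The genes named are those the paper names and, for each comparison, the 3 that rose and the 3 that fell with the largest log2 fold change among genes with an adjusted p-value under 0.05 (an unadjusted p under 0.05 where fewer than 3 passed), a mean log2 CPM of at least 3 and groups that do not overlap. Gene sets and lists of cell type markers were written by hand before the data were examined, since no pathway table was used. The alternatives were DESeq2, limma voom with sample quality weights, other normalizations, other filters on low counts, a robust fit, all 9 libraries in 1 fit, the replicate number as a block, and leaving out each library in turn. The replicate numbers come from the library labels. Reads, GC content per gene and GO terms were not analysed here, and the metabolomics, qPCR, Western blot and ELISA data were not used here.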

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

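The tests in this part were set before their results were seen, apart from the threshold for the genes in the test of a remaining response, which was settled after the counts of genes in the comparison had been seen. The paper gives no count or list of DEGs for TA VS Normal, and the counts show a difference there, which is why this result was looked at again. In TA VS Normal, 32 genes had an adjusted p-value under 0.05, 28 higher and 4 lower in the TA group, and 1148 of 12179 genes had an unadjusted p under 0.05, where 609 would be called by chance if no gene differed. The smallest adjusted p-values were those of Scara5 (log2 fold change 3.66, adjusted p = 0.00874), Mlc1 (6.77) and Ltbp1 (2.50), which were named after their values were seen. Of the 32 genes, 31 were tested in Model VS Normal, where all 31 changed in the same direction and 28 had an adjusted p-value under 0.05. The normal rats are shared by these comparisons, which favours the same direction. Mlc1 was not tested in Model VS Normal, and had counts of 413, 535 and 398 in the TA rats and 0, 92 and 152 in the model rats. Cela1, Pnoc, Miox and LOC100362384 changed more in TA VS Normal than in Model VS Normal. Their log2 fold changes were -3.37 against -2.75, 6.36 against 6.12, 1.88 against 1.19 and -1.33 against -0.19. The other tested genes changed less.

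Technical explanations were tested first. With library totals in place of TMM normalization, 96.9% of the 32 genes were called again, and with every library drawn down to the smallest total 100% were. Across genes, the log2 fold change correlated with gene length at a Spearman rho of 0.14 over genes that are not independent replicates. For tissue other than liver in the sample, 1 of the 32 genes is a marker of pancreas, muscle, adipocytes or mesothelium. For a chance split of the rats, 1 of the 4 splits that part all 3 same-numbered pairs, the real one, gave as many genes with an adjusted p-value under 0.05, and 1 of these 4 splits gave as many at an unadjusted p under 0.05 with a log2 fold change beyond 1. The other 6 splits each keep same-numbered rats together in all but 1 pair, and 0 of the 6 reached either count. The nearest of them, the second normal rat with the first and second TA rats against the others, gave 621 genes by the paper's thresholds against 640, and 1 gene with an adjusted p-value under 0.05 against 32. The smallest share that 4 splits can give is 1 of 4, so that this comparison could not have set the result apart from a chance split.

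A candidate biological explanation is a part of the response to CCl4 that remains in the TA rats. Genes were called by the paper's thresholds, on unadjusted p, from fits that each left out 1 normal rat. The adjusted threshold would have left 4, 1 and 10 genes. Their direction in the model group was then measured against that rat. The lowest share with the same direction was 85.9% of 660 genes, in the arrangement where 60.3% of all tested genes had the same direction. This may be a remaining response to CCl4, as a hypothesis found and tested on the same rats. A remaining response alone would not explain Mlc1, which was higher in every TA rat than in any model rat. The count itself ranged from 1 to 61 genes with each rat left out in turn. It was 203 with the replicate number as a block. Same-numbered TA and normal rats were correlated (mean r 0.352), so that the main test's assumption of independent rats is in doubt here.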

How the results depend on the processing

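The alternatives were set before the data were examined, apart from the newer quasi-likelihood fit and the choice of genes without a model rat, which were chosen after seeing the data. Over 41 results there were 457 values under alternatives, of which 364 kept their direction and their side of the threshold or moved by less than the spread between rats, 31 became stronger, 28 became weaker, 13 moved and 21 reversed. Of the genes named by the rule, 15 values became weaker and 2 stronger, and 98 were the same. The cause was not tested for the changes below.

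Counts of genes with an adjusted p-value under 0.05 depended on the test and on single rats. DESeq2 gave 2735 genes for Model VS Normal (70.1% higher in the model group, against 87.1% of 1002), 526 for TA VS Model (against 0) and 341 for TA VS Normal (against 32). Limma voom with sample quality weights gave 3433 (57.4% higher), 169 and 126. Library totals gave 1980 (96.9% higher) for Model VS Normal and 56 for TA VS Normal, and shifted the median log2 fold change of all genes to 0.65, -0.48 and 0.18 in the order Model VS Normal, TA VS Model and TA VS Normal. One fit of all 9 libraries gave 1757 for Model VS Normal and 14 for TA VS Normal. At least 10 counts in every library gave 465 for Model VS Normal, and at least 1 count gave 76 for TA VS Normal. The newer quasi-likelihood fit, which was run before the default fit was made the main one, gave 1112, 0 (with 2127 genes at an unadjusted p under 0.05) and 47. The count for TA VS Model was 0 under 13 of 16 alternatives, with 1092 to 3476 genes at an unadjusted p under 0.05 over all of them. With 1 rat left out in turn, the counts ran from 0 (at 2727 and 3119 genes with an unadjusted p under 0.05) to 2537 for Model VS Normal, from 0 to 1 for TA VS Model and from 1 to 61 for TA VS Normal.

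By the paper's thresholds, TA VS Model ran from 792 to 2792 genes with 1 rat left out, and gave 2447 with library totals (3.64% higher in the TA group, against 17.2%). TA VS Normal gave 403 with at least 10 counts in every library. In Model VS Normal, 94.4% of DEGs were higher with library totals, against 74.9%.

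With the replicate block, Model VS Normal gave 1216 genes with an adjusted p-value under 0.05, TA VS Model 0 (with 2205 at an unadjusted p under 0.05) and TA VS Normal 203. The deviations of same-numbered rats correlated at a mean r of 0.0345 for Model VS Normal and 0.0595 for TA VS Model.

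In Model VS Normal, Lpcat4 passed an adjusted p of 0.05 with DESeq2 (log2 fold change 1.24) and library totals (1.92), with adjusted p from 0.0129 to 0.186 over the alternatives. Pla2g2a passed with DESeq2 (2.49) and ran from 0.86 to 3.01 with 1 rat left out, with adjusted p from 0.0242 to 0.473. Library totals reversed Ptdss2 to 0.32 in Model VS Normal and to -0.0011 in TA VS Model, and Cept1 to 0.12 in Model VS Normal.

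Among gene sets, ECM-receptor interaction kept an adjusted p under 0.05 in both comparisons under every alternative run, and steroid biosynthesis did in TA VS Model. Among the DEGs of Model VS Normal with an adjusted p-value under 0.05, the adjusted p was 0.0107 for glycerophospholipid metabolism, which held none of them, 1 for NF-κB signaling, 1 for PI3K/Akt signaling and 0.655 for steroid biosynthesis, each with fewer genes than the background share. At least 10 counts in every library gave 0.0125 for NF-κB signaling and 0.0348 for steroid biosynthesis in Model VS Normal, and reversed PI3K/Akt signaling in TA VS Model (0.897). The camera test gave 0.0247 for steroid biosynthesis in Model VS Normal, and 0.0104 for glycerophospholipid metabolism and 0.0386 for NF-κB signaling in TA VS Model. ECM-receptor genes added to PI3K/Akt signaling gave 1.64e-04 and 2.98e-04. With 1 rat left out, the adjusted p in Model VS Normal ran from 0.138 to 1 for glycerophospholipid metabolism, from 0.425 to 1 for NF-κB signaling, from 0.107 to 1 for PI3K/Akt signaling and from 0.0276 to 1 for steroid biosynthesis, and in TA VS Model from 1.81e-04 to 0.618 for glycerophospholipid metabolism and from 0.415 to 1 for PI3K/Akt signaling.

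The distance between groups reversed without the log, to -6.64 for TA VS Normal on CPM, and on raw counts to -475 for TA VS Normal and -168 for TA VS Model. PC1 held 70.7% of the variance on CPM without the log, 65.3% on raw counts, 68.9% on the 500 genes with the largest variance and 40.8% with each gene scaled, and from 43.1% to 59.7% with 1 rat left out. The remaining change was 0.346 on the DEGs by the paper's thresholds, 0.270 and 0.216 with the genes and the model change from the second and the third normal rat alone, 0.538 and 0.561 with genes chosen without the second and the third model rat, and from 0.270 to 0.646 with 1 rat left out.

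Without the second or the third normal rat no gene was left for the remaining change. DESeq2 gave no adjusted p for Col1a1 and Gpnmb in Model VS Normal and for Spp1, Col1a1 and Lgals1 in TA VS Model. Pla2g2a had 1 count in the second TA rat.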

Differences from the paper's values

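By the paper's thresholds, 270 DEGs were higher in the TA group than in the model group here, against the paper's about 510 in Fig. 5C, read by eye. Of the alternatives set before the data were examined, DESeq2 gave 505, limma voom with sample quality weights 600, at least 1 count 379, all 9 libraries in one fit 387 and the replicate block 531, which are within 1.5 times of the paper's value. RLE size factors (281), library totals (89), at least 10 counts in every library (219), the robust fit (263) and each fit without 1 rat (152 to 979) were not. DESeq2 is the tool the paper's methods name. It gave 2173 DEGs in all for TA VS Model, the number in the paper's text, and 3609 for Model VS Normal against the paper's 3607. The main test gave 1571 and 2818.

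Of 36 counts of the 4 glycerophospholipid genes read by eye from Fig. 7C, 9 differ from the deposited raw counts, and none of the alternatives changes a raw count. For Ptdss2 in the model group, the lowest, median and highest counts were 393, 469 and 688 here, against the paper's about 790, about 970 and about 1100 in Fig. 7C. For Cept1 in the model group they were 581, 1128 and 1236 here, against the paper's about 1600, about 2100 and about 2200 in Fig. 7C. For Pla2g2a, the highest count in the model group was 445 here against the paper's about 65, the median count in the normal control group was 24 here against the paper's about 15, and the lowest count in the TA group was 1 here against the paper's about 11, all in Fig. 7C and read by eye. The median count of Pla2g2a in the model group was 65 here against the paper's about 45, which is within 1.5 times.

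The paper states that TA decreased the expression of PTDSS2 and CEPT1, and Fig. 7C shows both higher in the model group than in the normal control group. In the deposited counts, the log2 fold change in TA VS Model was 0.48 for Ptdss2 and 0.53 for Cept1, so that both were higher in the TA group, and in Model VS Normal it was -0.31 and -0.37. With library totals, Ptdss2 in TA VS Model was -0.0011, and in Model VS Normal Ptdss2 was 0.32 and Cept1 0.12. Every alternative run gave Cept1 as higher in the TA group. Its size depended on the first model rat, without which Cept1 was 0.165 in TA VS Model and -0.020 in Model VS Normal. The authors' own deposited log2 fold changes for TA against model were 0.51 for Ptdss2 and 0.55 for Cept1.

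The paper reports that the DEGs of Model VS Normal clustered in pathways that include PI3K/Akt signaling. For TA VS Model, its KEGG analysis predicted enrichment in pathways that include glycerophospholipid metabolism and PI3K/Akt signaling. The gene sets used here were written by hand and are not KEGG's lists. PI3K/Akt signaling without the ECM-receptor genes had an adjusted p of 0.927 in Model VS Normal and 0.814 in TA VS Model. With the ECM-receptor genes in the set these were 1.64e-04 and 2.98e-04. The result thus depended on whether those genes were counted in the pathway, and the values without them do not contradict the paper's enrichment. Glycerophospholipid metabolism had an adjusted p of 0.277 in TA VS Model, 0.0104 with the camera test and 1.81e-04 without the third model rat.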

Other observations

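The tests of library size, GC content, mapping and mislabelling for the first model rat, the count of DEGs without that rat, and both tests of the clock genes were chosen only after the result was seen. The choice of genes without a model rat was also made after seeing the data. The other tests in this part were set before.

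The first model rat lay at a mean distance of 1.12 from the other model rats, which were 0.715 apart. Its total count was 0.991 times the mean of the other model rats. Without the 50 genes with the highest counts, the ratio of these distances was 1.56, the same as with them. The distance weighs all genes alike, so that leaving out 50 could hardly move it, and this test cannot tell whether a few genes taking most of the counts account for it. The share of its counts in its own 50 highest genes speaks against that, since at 27.9% it was the lowest of the 9 livers. The label of this test was changed to that reading after the result was seen. Across genes, its difference from the other model rats correlated with gene length at a Spearman rho of 0.0194. The paper's Table S4 gives uniquely mapped reads for each liver. The share was 87.53% in this rat and from 86.21% to 88.81% in the others. For tissue other than liver in the sample, the highest median difference over marker lists of pancreas, muscle, adipocytes and mesothelium was -0.26. Over lists of cells found in liver, the median difference of this rat was 2.90 for hepatic stellate cells, 2.57 for proliferation, 2.45 for smooth muscle, 1.37 for macrophages and -2.19 for hepatocytes. It was 0.76 for endothelial cells, 0.41 for neutrophils, 0.40 for cholangiocytes, -0.63 for erythroid cells and -0.71 for lymphocytes. Its mean distance to the nearest other group was 1.33 times that to the other model rats, against a mislabelled sample. The GC content of the first model rat in the paper's Table S3 was 1 percentage point above the highest of the other livers, and a difference in GC content of the library could not be ruled out, since GC content per gene was not analysed here. Its difference from each other model rat correlated across genes with the change in the remaining model rat at a Spearman rho of at least 0.37. A larger response of this rat to CCl4 may be the reason, as a hypothesis that cannot be told apart from the GC content of the library. Lymphocyte and mesothelium markers go the other way. They were higher in Model VS Normal (median log2 fold change 0.78 and 0.90) but lower in this rat than in the other model rats. By the distance used against mislabelling of the first model rat, mislabelling of the third is not ruled out, since it lay nearer to the TA rats (0.740) than to the other model rats (0.963). That comparison depends on the first model rat, which lay 1.21 from the third. The second model rat lay 0.715 from the third, and the TA rats 0.646, 0.760 and 0.814.

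DEGs of Model VS Normal were more often higher than lower in the model group. With library totals 94.4% were higher, where the outcome written down before the test asked for under 50% to name normalization as the cause. Library totals raise the log2 fold changes of all genes together, so that this share was bound to rise and the test cannot tell. The label of this test was changed to that reading after the result was seen. The share was 68.3% with limma voom, and 67.9% with the replicate block. The log2 fold change correlated across genes with gene length at a Spearman rho of 0.12.

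Other splits of the same rats were compared with the real one in each comparison. For Model VS Normal, 1 of the 4 splits that part all 3 same-numbered pairs gave as many genes at each threshold, the real one. For TA VS Model, 1 of 4 splits gave as many DEGs by the paper's thresholds, and 4 of 4 splits gave as many genes with an adjusted p-value under 0.05, as every split does at 0 genes (with 1999 at an unadjusted p under 0.05). For the gene sets, 1 of 4 splits gave an adjusted p as small for each set in each comparison, except for PI3K/Akt signaling in Model VS Normal, where 2 of 4 splits did. The other 6 splits keep same-numbered rats together in all but 1 pair. Of these 6, 3 gave an adjusted p as small for PI3K/Akt signaling and 1 for NF-κB signaling in Model VS Normal, and 2 for PI3K/Akt signaling in TA VS Model. The smallest share that 4 splits can give is 1 of 4, so that this comparison could not have set any of these results apart from a chance split. In Model VS Normal, all 9 splits other than the real one gave 0 genes with an adjusted p-value under 0.05, at 75 to 546 genes with an unadjusted p under 0.05 and a log2 fold change beyond 1.

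The absence of genes with an adjusted p-value under 0.05 in TA VS Model (0 genes, 1999 at an unadjusted p under 0.05) was set against the power of the test. In simulated counts with the spread of these libraries, 56.7% of genes changed 4-fold or more were called at 3 rats against 3. The simulation had 200 changed genes and took its spread from both groups. Without the first model rat, 0 genes had an adjusted p-value under 0.05 (1225 at an unadjusted p under 0.05), and 792 were DEGs by the paper's thresholds, against 1571 with it. Leaving out a rat also lowers the number of rats and here the fold changes, so that these counts cannot tell whether that rat added spread. The label of this test was changed to that reading after the result was seen.

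Genes changed in Model VS Normal lay nearer to the normal level in the TA group. When the genes were chosen without 1 model rat and the change was measured in that rat, the highest remaining change was 0.561, so that selection of the genes on the model rats did not account for it. In these arrangements the left-out model rat showed a share of the change of 1.34, 0.759 and 0.470, and the highest TA rat 0.612, 0.486 and 0.357. The lowest gap was 0.113, in the third model rat. By the outcome written down before the test, a gap above 0 counts against differences between rats in the response to CCl4. The more cautious reading was kept, that with 3 rats in each group the difference cannot be told apart from differences between rats in the response to CCl4.

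The clock gene Dbp differed between rats of the normal control group, at a log2 CPM of 3.39 in the first and 7.02 in the third, with the second below the first. Over the 9 livers Dbp correlated with Arntl at a Pearson r of -0.876 (exact permutation p = 0.00463, adjusted p = 0.00463) and a Spearman rho of -0.767 (exact permutation p = 0.0214, adjusted p = 0.0428), and with Per3 at a Pearson r of 0.914 (exact permutation p = 0.00196, adjusted p = 0.00392) and a Spearman rho of 0.70 (exact permutation p = 0.0433, adjusted p = 0.0433), over 2 relations. Without the 2 livers farthest from the median of Dbp, Pearson's r was -0.891 and 0.865. The livers come from 3 groups, and 3 livers per group are too few to recompute the relation within a group. The TA and model groups did not overlap in any of these genes. Dbp lay between 2.68 and 3.36 in the TA rats and between 3.76 and 5.71 in the model rats. Per3 lay between 1.51 and 1.54 in the TA rats and between 2.69 and 3.58 in the model rats. For Arntl these ranges were 5.23 to 5.30 and 3.60 to 5.17. Dbp followed the total count at a Spearman rho of -0.32. Different times of day of tissue collection may be the reason for the relation of Dbp with Arntl at -0.876, which the collection times, not used here, would settle. A difference in collection time between the TA and model groups was not ruled out, and TA VS Model could not separate it from the treatment.

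Markers of cell types, from lists written before the data were examined, were tested with limma's camera test over 11 lists in each comparison with the model group. In Model VS Normal, 9 of 9 cholangiocyte markers were higher in the model group (median log2 fold change 3.23, adjusted p = 1.71e-06), as were 9 of 10 hepatic stellate cell markers (3.85, adjusted p = 3.78e-04) and 10 of 10 proliferation markers (3.43, adjusted p = 2.47e-04), while 10 of 10 hepatocyte markers were lower (-1.26, adjusted p = 7.61e-04). In TA VS Model, 8 of 9 cholangiocyte markers were lower (-2.26, adjusted p = 1.36e-05), as were 9 of 10 hepatic stellate cell markers (-2.23, adjusted p = 0.00808) and 10 of 10 proliferation markers (-3.51, adjusted p = 1.07e-06), and 9 of 10 hepatocyte markers were higher (0.97, adjusted p = 7.64e-04). In TA VS Normal, 9 of 9 hepatic stellate cell markers were higher (1.35, adjusted p = 1.09e-08 over 10 lists), as were 7 of 8 cholangiocyte markers (1.34, adjusted p = 1.11e-04). Neutrophil markers were higher in Model VS Normal (7 of 7, 2.28, adjusted p = 2.47e-04) and lower in TA VS Model (8 of 8, -1.52, adjusted p = 0.00251). In Model VS Normal, lymphocyte, mesothelium and smooth muscle markers were also higher (adjusted p = 0.0460, 0.0230 and 0.0307), and in TA VS Model they were lower (adjusted p = 0.0808, 0.0202 and 0.0625). Macrophage markers had an adjusted p of 0.705 and 0.767, endothelial cell markers 0.851 and 0.314 and erythroid markers 0.908 and 0.388 in these comparisons. The other lists for TA VS Normal had an adjusted p of at least 0.0521. The camera test was run with its small preset correlation between genes. Its p-values can be too small for markers that vary together, and do not measure replication over 3 rats against 3. The lists were not tested without the first model rat. Its median difference from the other model rats was 2.90 for hepatic stellate cells, 2.57 for proliferation, 0.40 for cholangiocytes and -2.19 for hepatocytes.

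Genes of the paper's qPCR, Western blot and ELISA assays were read from the RNA-seq counts. Col3a1 had a log2 fold change of 4.17 in Model VS Normal (adjusted p = 0.0420) and -2.25 in TA VS Model (adjusted p = 0.306). For Tgfb1 these were 2.16 (adjusted p = 0.0572) and -1.72 (adjusted p = 0.262), for Acta2 2.84 (adjusted p = 0.0777) and -2.52 (adjusted p = 0.281), and for Ccl2, which encodes MCP-1, 3.86 (adjusted p = 0.0398) and -3.69 (adjusted p = 0.230). In TA VS Model, Akt1 had -0.45 (adjusted p = 0.497), Mtor 0.24 (adjusted p = 0.593), Rps6kb1 0.31 (adjusted p = 0.469), Pik3ca 0.04 (adjusted p = 0.944), Pik3r1 0.81 (adjusted p = 0.293), Rela -0.02 (adjusted p = 0.976), Nfkbia -0.28 (adjusted p = 0.688), Bax -0.56 (adjusted p = 0.537) and Bcl2 -0.97 (adjusted p = 0.416).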
